# Genomic insight into the nocturnal adaptation of the black-crowned night heron (*Nycticorax nycticorax*)

**DOI:** 10.1186/s12864-022-08904-y

**Published:** 2022-10-03

**Authors:** Haoran Luo, Site Luo, Wenzhen Fang, Qingxian Lin, Xiaolin Chen, Xiaoping Zhou

**Keywords:** Vision genes, Olfactory receptor genes, Nocturnal adaptation, Positive selection, Relaxed and intensified selection, Ardeidae birds

## Abstract

**Background:**

The black-crowned night heron (*Nycticorax nycticorax)* is an ardeid bird successfully adapted to the nocturnal environment. Previous studies had indicated that the eyes of the night herons have evolved several specialized morphological traits favoring nocturnal vision. However, the molecular mechanisms of the nocturnal vision adaptation of night herons remained inattentions. In this study, the whole genome of *N*. *nycticorax* was sequenced and comparative analyses were performed on the vision-related and olfactory receptor (OR) genes to understand the molecular mechanisms of the visual and olfactory adaptation of night herons.

**Results:**

The results indicated that a number of vision genes were under positive or relaxed selection in *N. nycticorax*, whereas a number of other vision genes were under relaxed or intensified selection in the boat-billed heron (*Cochlearius cochlearius*), which suggested that the two species adapt to nocturnality with different genetic mechanisms. The different selections acting on vision genes are probably associated with the enlargement of eye size and the enhancement of visual sensitivity in night herons. The analyses on olfactory receptor (OR) genes indicated that the total number of OR genes in the genomes of *N. nycticorax* and *C. cochlearius* were about half those in the little egret (*Egretta garzetta*), whereas the diversity of their OR genes was not remarkably different. Additionally, the number of expressed OR genes in the transcriptomes of *N. nycticorax* was also fewer than that in *E. garzetta*. These results suggest a reduced olfactory capability in night herons compared with *E. garzetta*.

**Conclusions:**

Our results provided evidence that several vision genes of the night herons were subjected to different natural selections, which can contribute to a better understanding of the genetic mechanisms of visual adaptions of the night heron. In addition, the finding of the reduced number of total and expressed OR genes in night herons may reflect a trade-off between olfaction and vision.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08904-y.

## Introduction

Ardeid birds are foragers that rely on visual cues for the detection and capture of prey [1–3]. Most species within this family are diurnal, and few species, namely night herons, are nocturnal [1]. The black-crowned night heron (*Nycticorax nycticorax*) is the most common and widely distributed night heron that forages mostly at night but also forages in daytime, especially during the breeding season [4, 5]. Compared with diurnal ardeid species, the eyes of *N*. *nycticorax* have many anatomical characteristics similar to those of owls, such as relatively large size [6] and a tapetum lucidum behind the retina [7]. The rod-to-cone ratio of *N*. *nycticorax* has not yet been studied; however, many rod cells are found in the eyes of *N*. *nycticorax* [8], and high rod-to-cone ratio was reported in another night heron closely related to *N*. *nycticorax*, the yellow-crowned night heron (*Nyctanassa violacea*) [9]. Unlike owls, a large eye size does not give rise to larger binocular fields in *N*. *nycticorax* compared with diurnal ardeid species. The binocular field of *N*. *nycticorax* is vertically long and narrow with the bill, which was argued to be associated with their foraging technique rather than their nocturnal habits [6].

Recently, whole genomes have been sequenced for diverse nocturnal species from different animal groups, and the results have greatly advanced the understanding of the genetic mechanism underlying the sensorial adaptations of the nocturnal species. For instance, a comparative genomics analysis for the Chinese forest musk deer (*Moschus berezovskii*) indicated positively selected genes distributed in phototransduction and retinol metabolism pathways may be contributed to the nocturnality of this species [10]. Additionally, comparative genomic analyses of bats [11] and owls [12] revealed that adaptive evolution of the vision genes play important roles in the eye anatomical and physiological specializations favoring nocturnal vision. Other comparative genome analyses also provided evidence that some nocturnal species adapted to nocturnality by developing other sensorial modalities, such as olfaction and hearing. For example, the kiwi (*Apteryx mantelli*) genome has a remarkably high diversity of olfactory receptor genes, which proves that kiwis have well developed olfactory acuity [13, 14] and relies more on olfactory than other sensory systems for nocturnal foraging [15]. Furthermore, comparative analyses indicated that several evolutionary signatures associated with sensory adaptations to nocturnal environment are shared by at least two nocturnal bird groups of owls, chuck-will’s-widow (*Caprimulgus carolinensis*), and brown kiwi (*A. australis*) [16].

To date, only the genomes of two ardeid species, the little egret (*Egretta garzetta*) and the boat-billed heron (*Cochlearius cochlearius*), have been sequenced. *E*. *garzetta* is a diurnal species, and its genome shows an expansion of the olfactory receptor (OR) gene repertoire [17]. *C*. *cochlearius* is a strictly nocturnal forager; however, whether it relies on vision or tactile techniques for foraging is in conflict [18, 19]. The published genome has not been used to explore the genetic basis underlying the nocturnal adaptations in this species [20].

In the present study, the whole genome of *N*. *nycticorax* was sequenced, and comparative analyses of *E*. *garzetta*, *C*. *cochlearius*, and other birds within Pelecaniformes with high-quality genomes were performed. Previous phylogenetic studies indicated *N*. *nycticorax* is more closely related to *E*. *garzetta* than to *C*. *cochlearius*, suggesting nocturnal behavior of *N*. *nycticorax* and *C*. *cochlearius* have evolved independently [21]. We tested the natural selections acting on the vision genes of *N. nycticorax* and *C. cochlearius*, with the aim to improve the understanding of the molecular vision adaptations to nocturnality in night herons. The number of OR genes between *N*. *nycticorax* and *E*. *garzetta* at the genomic and transcriptome levels were also compared. The total number of OR genes in a genome are believed to be positively correlated to the olfactory bulb ratio of a species and therefore can be a good indicator for the olfactory abilities of the species [17]. The OR gene expansion in *E*. *garzetta* genome suggests enhanced olfactory abilities [17]. *N*. *nycticorax* has an olfactory bulb ratio similar to that of *E*. *garzetta* [22]. Here, we investigated whether the OR gene expansion is exhibited in *N*. *nycticorax*.

## Results

### Genome assembly and annotation

A total of 123.93 Gb (~ 97.4-fold coverage) high-quality sequences were obtained from five paired-end and mate-pair libraries (Table 1). The final size of the assembled *N*. *nycticorax* genome is 1179.04 Mb in length, which cover about 93% of the 1272.61 Mb genome size estimated by the 17 K-mer distribution (Supplement Figure S1). The contig and scaffold N50 sizes in our assembly are 58.55 and 3016.563 kb, respectively (Table 2), and the longest scaffold is 17,752 kb. The Core Eukaryotic Genes Mapping Approach (CEGMA) analysis indicated that 69.35% (172) complete and 12.5% (31) partial Core Eukaryotic Genes (CEGs) could be identified in our assembly. The Benchmarking Universal Single-Copy Orthologs (BUSCO) results showed that 93.0% complete (7724 single copies and 30 duplicated) and 2.2% (183) fragmented BUSCOs could be identified in our assembly, and 4.8% (401) were considered missing.

**Table 1:** Statistics of *N. nycticorax* genome sequencing

Pair-end libraries	Total data (Gb)	Read length (bp)	Sequence coverage (X)
230 bp	34.38	150	27.0
500 bp	35.85	125	28.2
2 k	24.23	125	19.0
5 k	14.78	125	11.6
10 k	14.70	125	11.5
Total	123.93		97.4

**Table 2:** Assembly statistics for *N. nycticorax* genome

Assembly	N50 (bp)	Number	Total Size (bp)
Contigs	58,550	46,539	1,116,931,249
Scaffolds	3,016,563	7,611	1,179,048,687

Contig numbers were contig after scaffolding. Details of the genome assembly statistics see Supplement Table S3

We observed that 8.39% of the whole assembly are repetitive sequences, which included 0.75% tandem repeat sequences, 0.66% DNA repeat elements, 5.15% long interspersed nuclear elements (LINE), 0.14% short interspersed nuclear elements (SINE), and 1.42% long terminal repeat elements (LTR). The functional annotation revealed that the assembly contains 13,361 predicted protein-coding genes. Among which, 13,358 (99.98%) predicted protein-coding genes were well annotated by the SwissProt, TrEMBL, Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology (GO), and InterPro databases. Additionally, 335 candidate microRNA genes and 183 candidate tRNAs with total lengths of 28,473 and 13,666 bp, respectively, were also identified.

### Selective analysis of vision-related genes

To provide a phylogenetic frame of reference for selection analyses, we firstly constructed a maximum likelihood (ML) tree using the IQTREE based on the protein coding sequences of 4121 single-copy orthologous gene from *N*. *nycticorax*, *C*. *cochlearius*, *E*. *garzetta*, *Nipponia nippon*, *Anhinga anhinga*, *Scopus umbretta* and *Gallus gallus* (Fig. 1). Based on the ML tree, Phylogenetic Analysis by Maximum Likelihood (PAML) branch model, Branch-site Unrestricted Statistical Test for Episodic Diversification (BUSTED), and RELAX were used to detect signatures of selection in each of the 216 orthologous vision genes (Supplement Table S2.xlsx), which were yielded by EggNog and OrthoFinder searches and had sequences more than 99 bp in length.

**Fig. 1:**
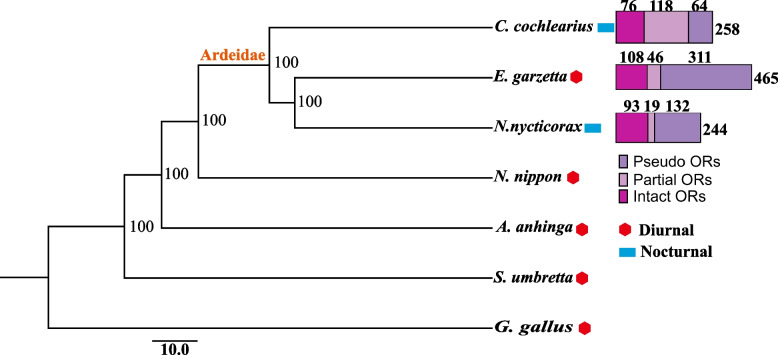
The maximum likelihood (ML) tree and the number of the OR genes in the genomes of the three ardeid species. The ML tree of *N*. *nycticorax* and other five Pelecaniformes birds based on 4121 single-copy orthologous genes. G. gallus was used as the outgroup species. The numbers above the bars represent the numbers of OR genes in *E*. *garzetta*, *C*. *cochlearius*, and *N*. *nycticorax* genome

From the 216 orthologous genes, a total of 21 positively selected genes were identified in *N*. *nycticorax*, of which three genes (*CCDC66*, *CDON* and *RPL24*) were identified by both PAML branch model and BUSTED, 18 genes were identified only by BUSTED (*CHD7*, *CRYBA1*, *CTNS*, *FAT3*, *IMPG1*, *IMPG2*, *MDM1*, *MFN2*, *MITF*, *OLFM3*, *OPN4*, *RRM1*, *SH3PXD2B*, *SKI*, *SLC7A11*, *UNC119*, *VEGFA*, and *WDR19*). In *C*. *cochlearius* lineage, no positively selected gene was identified by PAML branch model and one positively selected gene (*MED1*) was identified by BUSTED.

Because high rate of false positive in detection of positive selection due to relaxed selection, previous studies suggested using a combination of approaches to distinguish between positive and relaxed selection, arguing that a gene with both intensified and positive selection signatures likely constitutes targets of truly positive selection, while a gene with both relaxed and positive selection signatures likely has experienced relaxation of selective constraint [23, 24]. Among the positively selected genes mentioned above, 13 genes (*CCDC66*, *CDON*, *CHD7*, *CTNS*, *FAT3*, *IMPG2*, *MFN2*, *OPN4*, *RPL24*, *SH3PXD2B*, *SLC7A11*, *UNC119*, and *VEGFA*) in *N*. *nycticorax* were identified under intensified selection by the RELAX. Conversely, five genes (*CRYBA1*, *IMPG1*, *OLFM3*, *RRM1*, and *SKI*) in *N*. *nycticorax* and *MED1* in *C. cochlearius* were identified as under relaxed selection by both PAML branch model and RELAX.

In *N*. *nycticorax*, PAML branch model and RELAX both further identified *GNA11* under relaxed selection and *ATP8A2* under intensified selection, and respectively identified two (*GNAT1* and *PDGFRB*) and 15 genes (*ADAMTS18*, *EPAS1*, *FGFR2*, *FOXP2*, *GNAQ*, *HDAC1*, *HPS1*, *NHS*, *OPA1*, *PAX6*, *RPE65*, *SLC4A10*, *SMAD3*, *TTC8*, and *UCHL3*) under relaxed selection.

In *C. cochlearius*, RELAX further detected relaxed selection signatures in 13 additional genes (*ALDH1A3*, *CACNB2*, *CCDC66*, *EPAS1*, *FOXP2*, *JAG1*, *MAP3K1*, *OPA1*, *OPN4*, *PDE6B SLC4A10*, *SLC7A11*, *SMAD3*, and *SOX14*). Additionally, five (*CCDC66*, *CRB1*, *PDGFRB*, *RNF2* and *TULP3*) and seven genes (*ADAMTS18*, *CRB1*, *EPHB1*, *MEGF11*, *MYO7A*, *SLC25A25*, and *WDR19*) were respectively identified as under intensified selection by PAML branch model and RELAX, of which *CRB1* was shared by PAML branch model and RELAX.

Comparing between *N*. *nycticorax* and *C*. *cochlearius*, five genes (*EPAS1*, *FOXP2*, *OPA1*, *SMAD3*, *SLC4A10*) overlapped with similar selection signatures, while six genes (*ADAMTS18*, *CCDC66*, *OPN4*, *PDGFRB*, *SLC7A11*, and *WDR19*) overlapped with different or opposite selection signatures. The details of results of different selective analyses and gene functions are presented in Tables 3 and 4, and supplement Table 4.

**Table 3:** The results of selective analyses of the vision genes in *N*. *nycticorax*

Gene	PAML-ω0	PAML-ω1	PAML-P	PAML-Q	BUSTED-P	BUSTED-Q	RELAX-K	RELAX-P	RELAX-Q
*ADAMTS18*	0.2385	0.2385	5.158E-01	8.936E-01	0.5	0.46323	**0**	**0.005**	**0.0231**
*ATP8A2*	**0.2646**	**0.0001**	**9.826E-05**	**3.301E-03**	0.5	0.50859	**1.17**	**0.002**	**0.0136**
*CCDC66*	**0.3254**	**2.5296**	**1.639E-06**	**5.679E-05**	**1.054E-18**	**6.646E-17**	**3.86**	**6.22154E-14**	**1.730E-12**
*CDON*	**0.2713**	**1.0674**	**0**	**0**	**4.277E-18**	**1.796E-16**	**10.54**	**2.398E-26**	**1.335E-24**
*CHD7*	0.0817	0.0817	9.238E-01	9.900E-01	**1.837E-20**	**2.315E-18**	**35.59**	**0.0001**	**0.0015**
*CRYBA1*	**0.0477**	**0.2343**	**2.176E-04**	**4.310E-03**	**0.0001**	**0.0013**	**0.32**	**3.122E-06**	**3E-05**
*CTNS*	0.4024	0.4024	6.838E-02	3.833E-01	**0.0011**	**0.0108**	**10.39**	**0**	**0**
*EPAS1*	0.2276	0.2276	8.291E-01	1	0.5	0.4295	**0.11**	**0.002**	**0.008**
*FAT3*	0.0913	0.0913	8.275E-02	3.955E-01	**1.030E-09**	**2.165E-08**	**50**	**1.99E-11**	**2.768E-10**
*FGFR2*	0.0738	0.0738	3.157E-01	6.267E-01	0.5	0.4632	**0.44**	**0.003**	**0.0151**
*FOXP2*	0.1829	0.1829	1.735E-01	4.966E-01	0.5	0.4632	**0**	**0.011**	**0.0394**
*GNA11*	**0.0001**	**0.3321**	**6.565E-04**	**1.137E-02**	0.5	0.4632	**0.15**	**0.008**	**0.0318**
*GNAQ*	0.1753	0.1753	4.591E-02	2.204E-01	0.5	0.5085	**0**	**0.004**	**0.0218**
*GNAT1*	**0.0217**	**0.1128**	**5.745E-04**	**1.025E-02**	0.5	0.525	0.89	0.648	1
*HDAC1*	0.0411	0.0411	1.530E-01	4.903E-01	0.5	0.4632	**0**	**0.017**	**0.05**
*HPS1*	0.1729	0.1729	9.458E-01	9.900E-01	0.019	0.1408	**0.61**	**0.01**	**0.0371**
*IMPG1*	**0.2561**	**0.6748**	**2.942E-04**	**4.943E-03**	**8.481E-12**	**2.760E-10**	**0.5**	**8.008E-13**	**2.186E-11**
*IMPG2*	0.3791	0.3791	7.494E-01	1	**2.423E-11**	**2.290E-10**	**39.63**	**0.013**	**0.0464**
*MDM1*	0.3542	0.3542	9.218E-01	9.900E-01	**0.002**	**0.018**	1.18	0.476	0.6307
*MFN2*	0.0505	0.0505	2.719E-01	5.703E-01	**8.329E-05**	**0.0011**	**5.49**	**6.713E-05**	**0.0006**
*MITF*	0.0183	0.0183	7.086E-01	9.484E-01	**4.630E-10**	**1.167E-08**	7.68	0.761	0.8066
*NHS*	0.1380	0.1380	1.199E-01	4.903E-01	0.5	0.4632	**0.09**	**0.001**	**0.0055**
*OLFM3*	**0.1720**	**0.9096**	**4.110E-07**	**9E-06**	**3.985E-10**	**2.510E-09**	**0**	**1.894E-12**	**3.373E-11**
*OPA1*	0.1855	0.1855	6.913E-02	3.833E-01	0.031	0.2055	**0**	**0.001**	**0.0055**
*OPN4*	0.0361	0.0361	5.956E-02	3.589E-01	**0.0001**	**0.0014**	**13.37**	**9.919E-13**	**2.208E-11**
*PAX6*	0.1595	0.1595	9.914E-01	9.900E-01	0.5	0.4632	**0.15**	**0.007**	**0.0288**
*PDGFRB*	**0.0564**	**0.4014**	**1.792E-04**	**4.139E-03**	0.5	0.4632	5.54	0.853	0.8183
*RPE65*	0.1523	0.1523	1.923E-01	5.030E-01	0.5	0.4632	**0.09**	**0.001**	**0.0055**
*RPL24*	**0.0089**	**1.4164**	**0**	**0**	**1.963E-07**	**3E-06**	**29.42**	**6.06E-12**	**9.635E-11**
*RRM1*	**0.0198**	**0.6076**	**8.728E-06**	**2.419E-04**	**0.0024**	**0.0209**	**0.07**	**0.002**	**0.0106**
*SH3PXD2B*	0.1368	0.1368	5.E-02	3.300E-01	**1.790E-10**	**5.641E-09**	**17.08**	**1.529E-12**	**2.838E-11**
*SKI*	**0.0631**	**0.6871**	**0**	**0**	**8.824E-08**	**1.5E-06**	**0.2**	**3.898E-23**	**1.446E-21**
*SLC4A10*	0.1424	0.1424	3.260E-01	6.365E-01	0.417	0.4632	**0**	**9.367E-05**	**0.0008**
*SLC7A11*	0.2571	0.2571	9.602E-01	1	**7.536E-05**	**0.0003**	**2.37**	**0.001**	**0.0059**
*SMAD3*	0.0281	0.0281	7.100E-01	9.484E-01	0.5	0.4632	**0**	**0.0002**	**0.0021**
*TTC8*	0.2426	0.2426	2.313E-02	1.554E-01	0.5	0.5085	**0**	**0.001**	**0.0091**
*UCHL3*	0.1590	0.1590	1.460E-01	3.774E-01	0.5	0.5085	**0**	**0.007**	**0.0318**
*UNC119*	0.0264	0.0264	4.437E-03	6.833E-02	**0.001**	**0.0105**	**50**	**0.006**	**0.0256**
*VEGFA*	0.6017	0.6017	8.976E-01	9.9E-01	**0.003**	**0.0236**	**46.91**	**3.583E-05**	**0.0003**
*WDR19*	0.1118	0.1118	4.362E-01	1	**5.819E-21**	**1.099E-19**	0.97	0.889	0.85

Significant results were highlighted in bold

**Table 4:** The results of the selective analyses of the vision genes in *C. cochlearius*

Gene	PAML-ω0	PAML-ω1	PAML-P	PAML-Q	BUSTED-P	BUSTED-Q	RELAX-K	RELAX-P	RELAX-Q
*ADAMTS18*	0.2385	0.2385	4.639E-03	8.160E-02	0.5	5.21E-01	**1.16**	**0.002**	**0.0184**
*ALDH1A3*	0.0315	0.0315	8.359E-02	4.524E-01	0.002	8.39E-02	**0.32**	**0.006**	**0.0378**
*CACNB2*	0.1851	0.1851	1.489E-01	5.051E-01	0.5	5.21E-01	**0**	**0.001**	**0.0108**
*CCDC66*	**0.5134**	**0.0175**	**2.815E-06**	**9.902E-05**	0.5	5.21E-01	1	1	0.8932
*CRB1*	**0.1249**	**0.0212**	**3.556E-07**	**1.668E-05**	0.0035	8.39E-02	**2.51**	**5.349E-05**	**0.0011**
*EPAS1*	0.2276	0.2276	1.937E-01	6.102E-01	0.5	5.00E-01	**0**	**0.001**	**0.0073**
*EPHB1*	0.0485	0.0485	2.102E-02	2.201E-01	0.5	5.21E-01	**15.9**	**1.384E-05**	**0.0003**
*FOXP2*	0.1829	0.1829	9.362E-02	4.841E-01	0.5	5.21E-01	**0**	**0.005**	**0.0374**
*JAG1*	0.0328	0.0328	1.439E-01	5.051E-01	0.5	5.21E-01	**0**	**0.007**	**0.0418**
*MAP3K1*	0.2610	0.2610	5.521E-02	3.237E-01	0.5	5.21E-01	**0**	**0.001**	**0.0108**
*MED1*	**0.0319**	**0.1132**	**1.036E-03**	**2.429E-02**	6.801E-05	**9.64E-03**	**0.64**	**0.0004**	**0.0062**
*MEGF11*	0.1747	0.1747	2.070E-02	2.201E-01	0.5	5.21E-01	**46.41**	**0.002**	**0.0184**
*MYO7A*	0.0001	0.0001	1	1	0.5	5.00E-01	**15.7**	**0.006**	**0.0176**
*OPA1*	0.1855	0.1855	3.263E-02	3.061E-01	0.5	5.21E-01	**0**	**7.505E-06**	**0.0002**
*OPN4*	0.0361	0.0361	1.507E-01	5.051E-01	0.5	5.21E-01	**0**	**5.853E-07**	**3.503E-05**
*PDGFRB*	**0.0754**	**0.0077**	**4.477E-04**	**1.260E-02**	0.5	5.21E-01	1.12	0.594	0.7279
*RNF2*	**0.0442**	**0.0203**	**0**	**0**	0.5	5.21E-01	1.21	0.88	0.8917
*SLC25A25*	0.0099	0.0099	4.839E-01	7.612E-01	0.003	8.39E-02	**18.88**	**7.371E-10**	**8.822E-08**
*SLC4A10*	0.1424	0.1424	3.054E-01	6.319E-01	0.5	5.21E-01	**0**	**8.979E-05**	**0.0015**
*SLC7A11*	0.2571	0.2571	4.125E-03	9.096E-02	0.5	5.00E-01	**0**	**0.002**	**0.0098**
*SMAD3*	0.0281	0.0281	5.467E-01	8.013E-01	0.5	5.21E-01	**0**	**0.0003**	**0.0054**
*SOX14*	0.0151	0.0151	9.751E-01	1	0.5	5.21E-01	**0**	**7.505E-06**	**0.0002**
*TULP3*	**0.2277**	**0.1016**	**7.272E-230**	**5.116E-228**	0.02	4.05E-01	1.58	0.131	0.3038
*WDR19*	0.1118	0.1118	4.995E-02	3.671E-01	0.5	5.00E-01	**2.3**	**0.003**	**0.0110**

Significant results were highlighted in bold

### Olfactory receptor genes analysis

The total number of OR genes identified from *N*. *nycticorax*, *C*. *cochlearius*, and *E*. *garzetta* were 244, 258, and 465, respectively. The proportions of intact, partial, and pseudo OR genes were 38.1% (93), 7.8% (19), and 54.1% (132) in *N*. *nycticorax*; 29.5% (76), 45.7% (118), and 24.8% (64) in *C*. *cochlearius*; and 23.2% (108), 9.9% (46), and 66.9% (311) in *E. garzetta* (Fig. 1). *E*. *garzetta* had the highest number of total and intact OR genes but the lowest proportion of intact OR genes among the three species owing to the large number of pseudogenes.

The intact OR genes in *N*. *nycticorax*, *C*. *cochlearius* and *E. garzetta* could be classified into 13, 7, and 10 subfamilies, respectively. As previously reported for other birds [17], the OR14 subfamily were the most abundant in all the three species, *n* = 61, *n* = 65, and *n* = 75, respectively (Table 5).

**Table 5:** Classes of Intact ORs

Classes	Subfamily	*N. nycticorax*	*C. cochlearius*	*E. garzetta*
Type I-class II (γ)	1			
	2	3	1	3
	4	6	1	6
	5	5	5	6
	6	4	1	3
	7			
	8	1		
	9			
	10	1	1	3
	11	2		2
	13			
	14	61	65	75
	total	83	74	98
Type I-class I	51	2		1
	52		2	7
	55	4		
	56			
	total α			8
	δ	6		
	ε	1		
	ζ			
Type II	η	1		2
	θ	2		

The average Shannon entropy (*H*) values estimated from the Type I Class II (γ) OR genes were 0.492 ± 0.414 in *N*. *nycticorax*, 0.499 ± 0.413 in *C*. *cochlearius*, and 0.489 ± 0.430 in *E. garzetta*. The Wilcoxon signed-rank test indicated that the two night herons had no significantly higher *H* values than *E. garzetta* (*P* = 0.490 in *N*. *nycticorax* vs. *E. garzetta*, *P* = 0.376 in *C*. *cochlearius* vs. *N*. *nycticorax*).

To test positive selection in the OR14 subfamily, Genetic Algorithm Recombination Detection (GARD) was firstly used to detect the presence of recombination in the OR14 genes. The results revealed two breakpoints at the alignment nucleotide positions 509 and 719 in *E. garzetta*; five breakpoints at positions 207, 331, 464, 573, and 642 in *N*. *nycticorax*; and three breakpoints at positions 369, 507, and 631 in *C*. *cochlearius*. Based on the inferred recombination breakpoints, Single-likelihood Ancestor Counting (SLAC), Mixed Effects Model of Evolution (MEME), and Fast Unconstrained Bayesian Approximation (FUBAR) were used to infer signatures of positive selection and all three analytical methods identified positive selection in amino acid positions 52 (near transmembrane domain (TM) 2), 107 (in TM3), 196 (closest site near TM5), 204 (in TM5), 251 (in TM6), and 283 (in TM7) in *E. garzetta* (Supplement Table S5). Additionally, positive selection was identified in amino acid positions 93 (the closest site near TM3) and 110 (in TM3) in *N*. *nycticorax* (Supplement Table S6) and in amino acid positions 16, 47, 107 (in TM3), 172, 196 (closest site near TM5), 204 (in TM5), 207 (in TM5), and 283 (in TM7) in *C*. *cochlearius* (Supplement Table S7) by all three analytical methods. These results indicated that *E. garzetta* and *C*. *cochlearius* share four positive selection positions, and the other positions were species specific.

The transcriptomes of the olfactory epitheliums (OEs) of *N*. *nycticorax* and *E. garzetta* were studied to confirm that the identified intact OR genes were actually expressed. 

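OE tissue, the sheet of nasal tissue that holds the olfactory neurons, was sequenced from 3 nestlings and 3 adults of *N. nycticorax* and from 3 nestlings and 3 adults of *E. garzetta*. Each of the 12 birds gave a library of its own, and the birds are numbered from 1 to 3 for nestlings and from 4 to 6 for adults in each species. The paper states that each nestling came from a different nest and that the adults were caught at another location, so that stage and location were not separated in this design. The authors mapped the trimmed 150 bp paired-end reads with HISAT2 to the genome of each species and ran StringTie 2.1.4 on each bird, restricted to the annotated transcripts, with 1 transcript per gene. The deposited values are TPM and coverage for 13361 genes of *N. nycticorax* and 16585 genes of *E. garzetta* in each bird. The paper lists totals of 22107587 to 31649915 for the nestling *N. nycticorax* (median 26868635) and 23707660 to 27161451 for the adult *N. nycticorax* (median 26142198). For *E. garzetta* they are 22506226 to 31591152 in nestlings (median 27202746) and 25221822 to 28409521 in adults (median 25374108). The paper heads these totals as reads in *N. nycticorax* and as paired reads in *E. garzetta*, and both were taken here as read pairs. The values used here rest on the reads that StringTie assigned to annotated transcripts, which were worked out from the coverage as coverage times transcript length divided by the read length, and are called read equivalents. They came to between 10530972 and 13169583 per nestling *N. nycticorax* (median 12162052), 10694459 and 12298779 per adult *N. nycticorax* (median 11126920), 11352424 and 16326012 per nestling *E. garzetta* (median 11876647), and 10996511 and 12612651 per adult *E. garzetta* (median 12588096). The OR genes are the 61 genes of *N. nycticorax* and the 132 genes of *E. garzetta* in Supplement Table S3, all of which were found in the files by their identifiers. That table lists the OR genes the paper reports as expressed, and other OR genes of the genomes were not analysed here. A gene was counted as detected in a bird at a TPM above 0. The gene models hold the coding part of each transcript, with a median coding length of 858 bp for the OR genes of *N. nycticorax* and 879 bp for those of *E. garzetta*, so that reads on untranslated regions were not counted. Most of the listed OR genes belong to the OR14 subfamily, 46 in *N. nycticorax* and 125 in *E. garzetta*, whose members are similar in sequence and can share reads, so the values of single OR14 genes are uncertain.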

The results indicated that 61 genes (61 in nestlings and 30 in adults) had detectable expression in *N*. *nycticorax*, and 132 OR genes (113 in nestlings and 118 in adults) had detectable expression in *E. garzetta*. 

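Detection in at least 1 of the 3 birds of a group gave 61 OR genes in nestling and 30 in adult *N. nycticorax*, together 61, and 118 OR genes in nestling and 112 in adult *E. garzetta*, together 132. The birds of a group differed widely. Nestlings 1, 2 and 3 of *N. nycticorax* had 8, 53 and 60 detected OR genes, and adults 4, 5 and 6 had 11, 13 and 27. Nestlings 1, 2 and 3 of *E. garzetta* had 39, 8 and 112, and adults 4, 5 and 6 had 86, 1 and 86. Many detected genes rested on few reads. At most 2 read equivalents lay behind 3, 11 and 4 of the detected OR genes in nestlings 1, 2 and 3 of *N. nycticorax* and behind 4, 7 and 14 in adults 4, 5 and 6. In *E. garzetta* this held for 26, 4 and 31 in nestlings 1, 2 and 3 and for 41, 0 and 37 in adults 4, 5 and 6. The alternative that moved the group numbers most was detection in at least 2 of the 3 birds, which left 40 OR genes in nestling *E. garzetta*. Nestling 3 decided the number of that group, which was 46 without it, and adult 6 decided that of adult *N. nycticorax*, which was 15 without it.

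**Figure D1:**
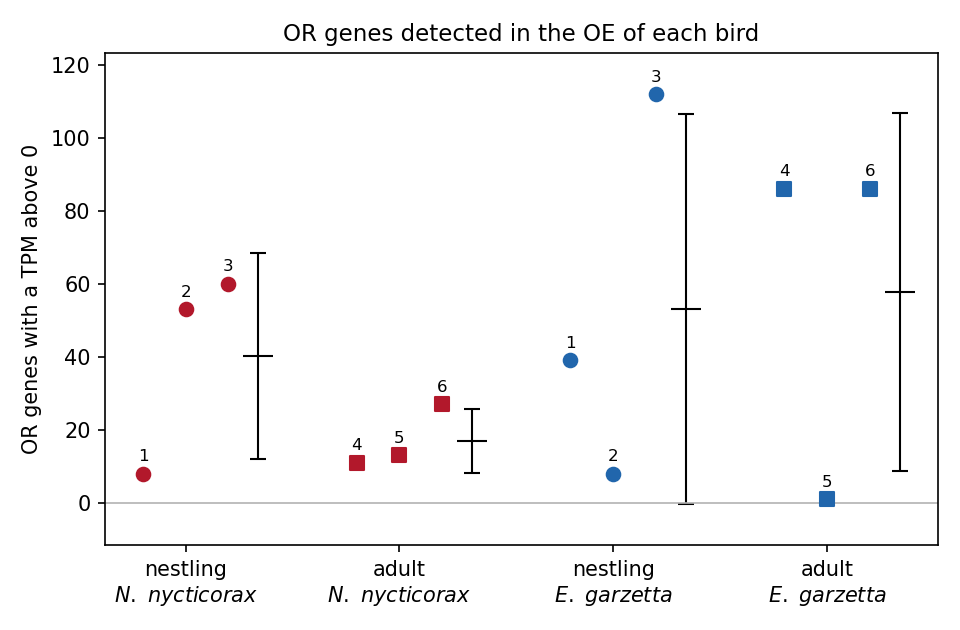
Number of OR genes with a TPM above 0 in the OE of each bird, out of 61 listed in *N. nycticorax* (red) and 132 in *E. garzetta* (blue). Each point is a bird, marked with its number; circles are nestlings and squares are adults, and the bar at the right of each group gives the mean ± SD (n = 3). The lowest bird is adult *E. garzetta* 5 with 1 gene and the highest is nestling *E. garzetta* 3 with 112.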

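The number of detected OR genes per bird in *N. nycticorax* was 40.3 ± 28.2 (SD, n = 3) in nestlings and 17 ± 8.72 (SD, n = 3) in adults. The difference of 23.3 genes was within the spread between birds (exact permutation test, two-sided, p = 0.4; the smallest p that 3 birds against 3 allow is 0.1). Nestling 1 had fewer detected OR genes than any of the adults, while nestlings 2 and 3 had more. The difference lay between 13.5 and 39.5 genes with each bird left out in turn, and between 20.3 and 25.7 under the other definitions of detection and lists of OR genes. Across the whole list, 31 OR genes were listed at 0 in all 3 adults, or 46 without adult 6. As a set, the 61 OR genes had a median log2 fold change of 1.37 in nestlings over adults on the log2(TPM + 0.1) scale, against a median of -0.45 over all genes tested. After the birds were rescaled by the median ratio of their genes, the medians were 1.63 and -0.024. The set median was 3.02 with a pseudocount of 0.01 TPM and 0.36 with 1 TPM, and lay between 0.84 (without nestling 3) and 2.18 (without nestling 1) with each bird left out. The set differed from the other genes in limma's camera test with its preset correlation between genes (p = 2.5e-24), but not with the correlation estimated from the data (p = 0.105) and not in limma's fry test (p = 0.238).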

Notably, the nestling *N*. *nycticorax* expressed more OR genes than the adults, where 31 of the 61 expressed genes had no detectable expression in adult OEs. In *E. garzetta*, 14 expressed OR genes had no detectable expression in nestling OEs, and 19 had no detectable expression in adult OEs. 

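The OR genes of *E. garzetta* listed at 0 in all 3 birds of a stage numbered 14 for nestlings and 20 for adults. Counted over the OR genes still detected in the species without nestling 3, the number for nestlings was 72 and that for adults 6. Without adult 4 they were 6 and 38, and without adult 6 the number for adults was 44. The number of detected OR genes per bird was 53 ± 53.4 (SD, n = 3) in nestlings and 57.7 ± 49.1 (SD, n = 3) in adults. The difference of -4.67 genes was far smaller than the spread between birds (exact permutation test, two-sided, p = 1). It turned to 1 gene in favour of nestlings when at least 1 read pair of coverage was required, and ranged from -34.2 genes without nestling 3 to 17.8 without nestling 2. The median log2 fold change of the 119 OR genes tested was -0.049 in nestlings over adults, against 0.14 over all genes tested (limma's camera test with the preset correlation, p = 0.00249). The test did not separate the set from the other genes with the estimated correlation (p = 0.611), in limma's fry test (p = 0.995), or after rescaling by the median ratio, where the medians were -0.063 and 0.012 (limma's camera with the preset correlation, p = 0.372).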

The expression levels of ORs were quite low in both species, wherein the average expression levels ranged from 0.161 transcripts per kilobase million (TPM) in the nestling *E. garzetta* OE to 0.566 TPM in the nestling *N*. *nycticorax* OE (Fig. 2, Supplement Fig. 2, and Supplement Table S3.xlsx).

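Averaged over the OR genes detected in a group, the mean TPM of the 3 birds was 0.566 in nestling and 0.299 in adult *N. nycticorax*, and 0.159 in nestling and 0.182 in adult *E. garzetta*. Averaged over all listed OR genes in each bird, it was 0.566 ± 0.539 TPM (SD, n = 3) in nestling and 0.147 ± 0.0975 TPM (SD, n = 3) in adult *N. nycticorax*, a difference of 0.419 TPM (exact permutation test, two-sided, p = 0.3). In *E. garzetta* it was 0.142 ± 0.192 TPM (SD, n = 3) in nestlings and 0.154 ± 0.124 TPM (SD, n = 3) in adults, a difference of -0.0123 TPM (exact permutation test, two-sided, p = 0.9). Neither difference exceeded the spread between birds, and the design could not give a p below 0.1. A single bird carried most of the signal of each nestling group. Nestling 3 held 68.0% of the summed OR TPM of nestling *N. nycticorax*, and nestling 3 held 84.9% of that of nestling *E. garzetta*. In the adult groups the largest shares were 56.6% in adult 6 of *N. nycticorax* and 50.7% in adult 4 of *E. garzetta*. On the log2 scale the stage difference was 1.57 in *N. nycticorax* and -0.51 in *E. garzetta*, and the difference of 2.08 between the species was not past the threshold (exact permutation test within stages, two-sided, p = 0.425). The species labels were permuted, so a general difference between the species also enters this p.
The OR gene with the highest mean in nestling *N. nycticorax* was the OR14 gene NheS1062g002, a partial gene of 285 bp on scaffold 1062 of the authors' assembly, from 24218 to 24502. Its mean was 3.23 ± 2.93 TPM (SD, n = 3) in nestlings and 0.566 ± 0.313 TPM (SD, n = 3) in adults. In adult *N. nycticorax* it was the OR14 gene NheS1301g002 on scaffold 1301, from 14547 to 15476, with 1.92 ± 1.31 TPM (SD, n = 3) in adults and 0.630 ± 0.651 TPM (SD, n = 3) in nestlings. In nestling *E. garzetta* the OR14 gene Ega_R015711 on scaffold 826, from 1684 to 2583, was highest, with 0.656 ± 0.767 TPM (SD, n = 3), and it was listed at 0 in nestling 2. In adult *E. garzetta* it was the OR51 gene Ega_R014141 on scaffold 652, from 183901 to 184833, with 1.02 ± 0.441 TPM (SD, n = 3) in adults and 0.239 ± 0.219 TPM (SD, n = 3) in nestlings. It was the single OR gene detected in adult 5, where 19.1 read equivalents lay on it.

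**Figure D2:**
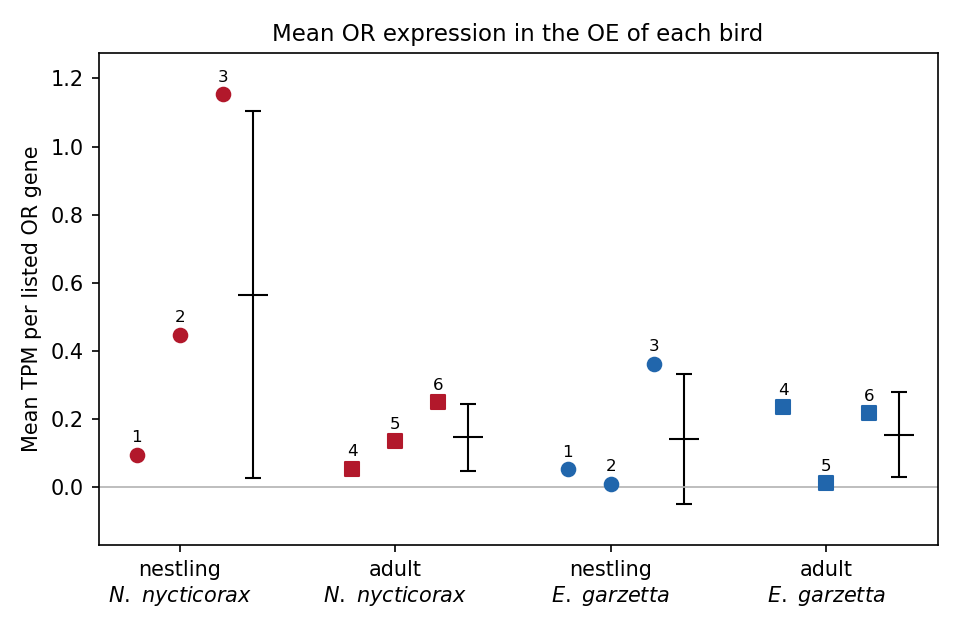
Mean TPM per listed OR gene in the OE of each bird, with genes listed at 0 included, for *N. nycticorax* (red) and *E. garzetta* (blue). Each point is a bird, marked with its number; circles are nestlings and squares are adults, and the bar at the right of each group gives the mean ± SD (n = 3). Nestling *N. nycticorax* 3 is the highest at 1.15 TPM and nestling *E. garzetta* 2 the lowest at 0.0105 TPM.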

**Fig. 2:**
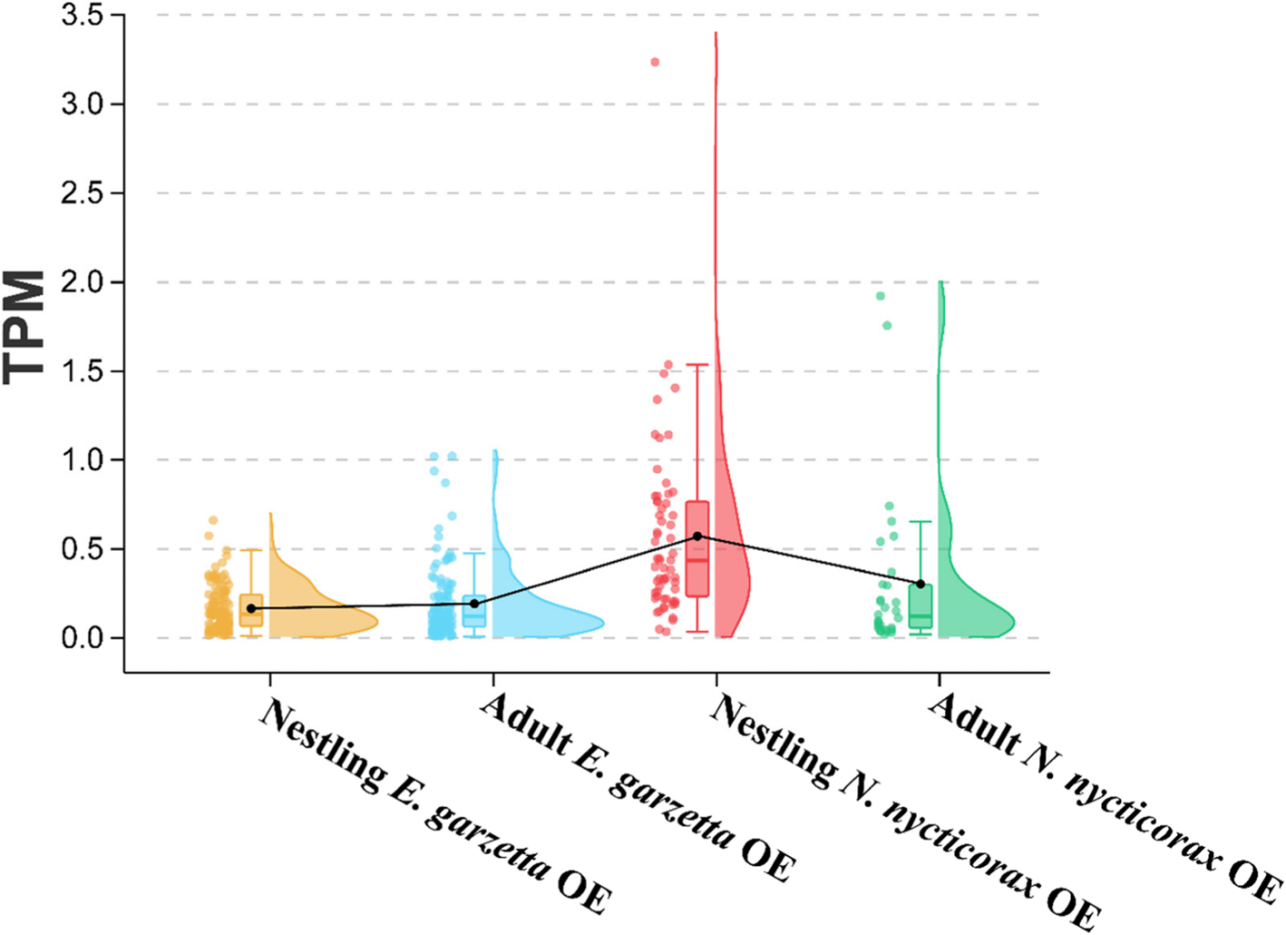
Raincloud plot of ORs expression levels. Each plot represents the expression levels of ORs. Quartiles are shown in the error bars, and the cloud showed the expression distributions. Black dots in the error bars represent the mean values of each group, black line was used to connection mean values

## Discussion

This study presents the first genome assembly of *N*. *nycticorax* and attempted to uncover the potential molecular basis that underlies the adaptation of night herons’ visual and olfactory systems to nocturnality. Consistent with the expectation that night herons would show signatures of adaptive evolution associated with their visual systems, we detected different selective pressures acting on a number of different vision genes in *N*. *nycticorax* and *C*. *cochlearius.* Additionally, we found relatively higher number of genes with positive selection and relaxed selection in *N*. *nycticorax*, whereas relatively higher number of genes with intensified selection in *C*. *cochlearius*. These results indicated different evolutional mechanisms of visual adaptation between *N. nycticorax* and *C. cochlearius*, which were possibly due to that the nocturnalities of *N*. *nycticorax* and *C*. *cochlearius* are of independent origin, and *N*. *nycticorax* and *C*. *cochlearius* have different diel activity patterns and degrees of dependence on vision [4, 19, 21].

Adaptive evolution of the vision genes facilitated by positive selection was widely reported in many other animals which rely on vision in dim-light environments, such as mole rats [25], Chinese forest musk deer [10], okapi [26], bats [11], and owls [27], although the positively selected genes varied cross species. Similar to these findings, 16 vision genes were found to undergo positive selection in *N*. *nycticorax*, suggesting that positive selection has played an important role in the adaptive evolution of the vision genes and thereby contributed to the morphological or functional modifications of the eyes favoring night vision. Specifically, *CDON* and *MITF* are associated with eye size, deleterious mutations of which have been correlated with microphthalmia [28, 29]. *CTNS*, *MFN2*, and *SH3PXD2B* are involved in the development and maintenance of cornea and lens [30–34]. Positive selections in these genes may be responsible for the enlarged eye size, cornea, and lens of *N*. *nycticorax*, which allow more light to enter the eyes in dim conditions [35, 36]. The remaining positively selected genes are all retina-associated, involved in the development and maintenance of retina (*FAT3*, *OPN4*, *SLC7A11*, *VEGFA*) [37–41] and photoreceptor (*CHD7*, *CCDC66*, *IPMG2*, *WDR19*) [42–45]. Positive selections in these genes likely play important roles in the retinal modifications, such as the preponderance of rods over cones [9].

In addition to positive selection, 23 genes in *N*. *nycticorax* and 14 genes in *C*. *cochlearius* were identified as under relaxed selection, suggesting that relaxed selection is the predominant force that shaped the evolution of visual adaptation in both species. For example, *GNAT1* in *N*. *nycticorax* and *PDE6B* in *C*. *cochlearius* are involved in the rod phototransduction pathway [46, 47], which is responsible for dim light vision [27, 48]. Relaxed selection of these two genes may have allowed them to explore new functions increasing visual sensitivity in *N*. *nycticorax* and *C. cochlearius,* respectively. The other relaxed selection genes, such as the five genes shared by *N*. *nycticorax* and *C*. *cochlearius*, are associated with morphologies or functions of (*FOXP2*) [49], lens (*SMAD3*) [50], cornea (*SLC4A10*) [51], retina (*EPAS1*) [52], and optic nerve (*OPA1*) [53, 54], respectively. Relaxed selection of these genes may contribute to adjust the morphologies or functions of different eye components to enhance night vision as the finding in a previous study of barn owl (*Tyto alba*) [35]. In the barn owl, the unique phenotypes of the scotopic-adapted eyes are hypothesized to have evolved through relaxed or intensified selection in genes with predominant roles in different eye elements [35]. Additionally, the authors suggested that some genes have coevolved with contrasting selective signature due to adaptive compensation [35]. *N*. *nycticorax* and *C*. *cochlearius* separately have one and 11 genes with signatures of intensified selection, which may also be explained by the same evolutionary mechanism.

Turning to the olfactory receptor gene repertoires, the total number and genetic diversity of ORgenes are commonly used as proxy for olfactory capability [55–57]. Fewer number of OR genes in the genomes of *N*. *nycticorax* and *C*. *cochlearius* along with fewer number of expressed OR genes in the transcriptomes of *N*. *nycticorax* reflected reduced olfactory capabilities in night herons compared with *E*. *garzetta*. 

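Over both stages, the number of detected OR genes per bird was 55.3 ± 45.9 (SD, n = 6) in *E. garzetta* and 28.7 ± 22.6 (SD, n = 6) in *N. nycticorax*. The difference of 26.7 genes did not exceed the spread between birds (exact permutation test, two-sided, p = 0.234). With each bird left out in turn it lay between 15.3 and 37.5 genes, lowest without nestling *E. garzetta* 3, and it was 10.7 genes when at least 1 read pair of coverage was required. Within nestlings the difference was 12.7 genes and within adults 40.7 genes (exact permutation tests, p = 0.9 and p = 0.4). The lists differ in length, so a bird of *N. nycticorax* could reach at most 61 genes and one of *E. garzetta* 132. As a share of the listed genes the order was reversed, with 41.9 ± 34.8% (SD, n = 6) in *E. garzetta* and 47.0 ± 37.1% (SD, n = 6) in *N. nycticorax* (exact permutation test, two-sided, p = 0.814). Each list holds only OR genes detected in these birds, so the share cannot decide between the species. The genomes of both night herons hold fewer OR genes than that of *E. garzetta*. These totals include pseudogenes, which are most numerous in *E. garzetta*. The paper takes the size and the diversity of the repertoire as proxies for olfactory capability, and reports no remarkable difference in diversity. From the smaller repertoire and from the lower number expressed in *N. nycticorax*, the paper concludes that olfaction is reduced in night herons relative to *E. garzetta*.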

Night heron reduced olfactory capabilities may be a trade-off with their large eyes [58–60], because large eyes are energetically costly to develop and maintain [61]. An animal with increased investment in vision modality could decrease investment in other sensory modalities, including olfaction [62].

The transcriptome results showed that the number of expressed OR genes in *E*. *garzetta* is higher than the number of intact genes annotated in the genome. This finding reflected that some functional genes were identified as partial OR genes because of the genome assembly quality or the expression of some pseudogenes. 

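Of the 132 listed OR genes of *E. garzetta*, the paper's table gives a transcript length for 103, taken here as intact, and marks 29 as partial. The paper counts fewer intact OR14 genes in this genome than have a length here. Some of the genes taken as intact are therefore not intact by its definition, and pseudogenes among them cannot be told apart. All of them were detected in at least 1 of the 6 birds. In nestlings 95 intact and 23 partial genes were detected, and in adults 92 intact and 20 partial genes. Over the 6 birds, the mean TPM averaged 0.160 for intact genes (median 0.107) and 0.106 for partial genes (median 0.0642), and the highest mean of a partial gene was 0.624 TPM against 0.638 TPM for an intact gene. Detection was often limited to a single bird, since 27 of the 132 genes were detected in 1 bird of 6. No OR gene was detected in all 6 birds, and 26 were detected in 4 or more.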

The transcription of OR pseudogenes in the OE was also reported in humans [63] and other animals [64, 65]. Conversely, the number of expressed genes in *N*. *nycticorax* is fewer than the number of intact genes annotated in the genome, revealing that a part of the OR gene is transcriptionally inactive [66]. Additionally, some OR genes in *N*. *nycticorax* and *E*. *garzetta* are specifically expressed in nestling or adult samples, which suggests that these OR genes play different roles in specific developmental stages. 

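Of the 61 listed OR genes of *N. nycticorax*, 47 have a transcript length in the paper's table, taken here as intact, and 14 are marked there as partial. The paper asks for more than 650 bp in an intact gene. All 47 exceed this by the length in the table, but 10 of them are 282 to 588 bp long in the files, and their TPM rests on these shorter gene models. All 47 intact and all 14 partial genes were detected in at least 1 nestling, and 24 intact and 6 partial genes were detected in at least 1 adult. The mean TPM over the 6 birds averaged 0.351 for the intact genes (median 0.234) and 0.374 for the partial genes (median 0.167). In this species 12 OR genes were detected in 4 or more of the 6 birds, and 5 in a single bird. A gene listed at 0 was not detectable at this depth. For an OR gene of median coding length, 3 read equivalents correspond to between 0.182 TPM in nestling 2 and 0.321 TPM in nestling 1, which allows for counting error only.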

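In *N. nycticorax*, 30 OR genes were detected in both stages, 31 in nestlings alone and 0 in adults alone. Of the 31, 26 were detected in at least 2 nestlings and 1 in all 3. In *E. garzetta*, 98 OR genes were detected in both stages, 20 in nestlings alone and 14 in adults alone. Of these, 3 of the 20 and 4 of the 14 were detected in at least 2 birds, and 0 in all 3 birds of either stage. Gene by gene, limma on log2(TPM + 0.1) with Benjamini-Hochberg adjustment called 0 of 61 OR genes in *N. nycticorax* and 0 of 119 in *E. garzetta*, both over all genes tested and adjusted over the list alone. At an unadjusted p below 0.05 there was 1 OR gene in each species. Over all genes, 0 of 13042 were called in *N. nycticorax* and 0 of 14960 in *E. garzetta*, with 7.08% and 2.33% of them at an unadjusted p below 0.05 (3.03% to 21.7% and 1.43% to 7.20% with each bird left out). Without nestling 1, 6 genes were called in *N. nycticorax* and 1 in *E. garzetta*, none of them an OR gene, and 27 OR genes of *N. nycticorax* passed when adjusted over the list alone.
The OR genes with the smallest p were not past the threshold. In *N. nycticorax* they were the OR52 gene NheS1047g002 (scaffold 1047, 55358 to 56275, 2 exons), with 0.125, 0.116 and 2.04 TPM in nestlings 1, 2 and 3, the partial OR14 gene NheS4312g001 (scaffold 4312, 1711 to 1995), with 0, 0.912 and 1.14 TPM, and the OR14 gene NheS1529g001 (scaffold 1529, 1548 to 2438, 2 exons), with 0, 0.747 and 1.85 TPM. All 3 were listed at 0 in the 3 adults (limma, adjusted p = 0.573 for each). In *E. garzetta* the gene with the smallest p was Ega_R014141, with a log2 fold change of -1.96 in nestlings over adults (standard error 0.76, limma, adjusted p = 0.965). The partial OR14 genes Ega_R014587 (scaffold 698, 28932 to 29210) and Ega_R000442 (scaffold 1067, 8470 to 8736) followed, both listed at 0 in the nestlings and in adult 5, with 0.557 and 0.291 TPM in adult 4 and 0.795 and 0.390 TPM in adult 6 (limma, adjusted p = 0.965 for each). No more than 2.64 read equivalents lay on either gene in any bird.

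**Figure D3:**
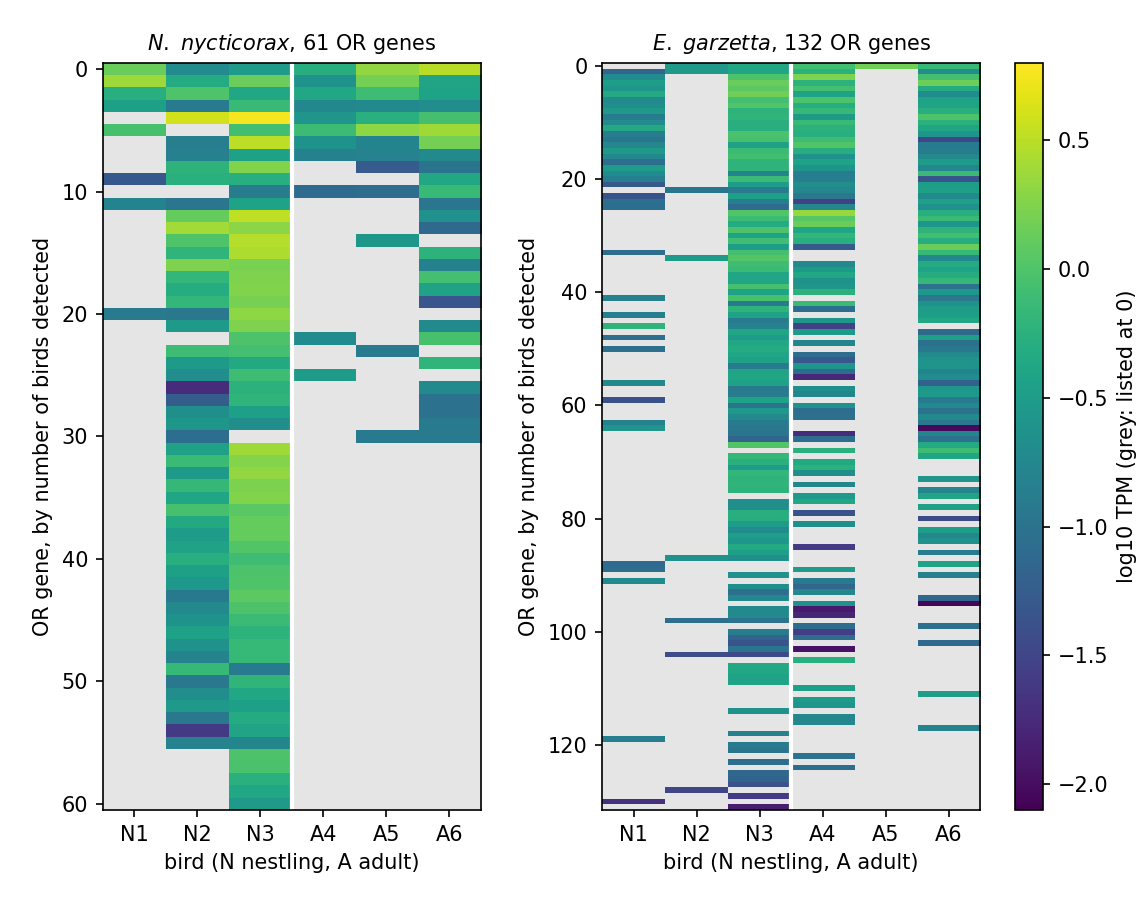
Log10 TPM of each listed OR gene (vertical axis, ordered by the number of birds in which it was detected and then by mean TPM) in each bird (horizontal axis, nestlings N1 to N3 and adults A4 to A6), for *N. nycticorax* at left and *E. garzetta* at right. Grey marks a gene listed at 0; the 31 genes of *N. nycticorax* detected in nestlings alone show colour in nestling columns only, and most of the column of adult *E. garzetta* 5 is grey.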

Similar findings were also reported in other animals, such as the Chinese perch (*Siniperca chuatsi*) [65] and the Leach's storm-petrel (*Oceanodroma leucorhoa*) [67].

The expression of OR genes in the OE of *N. nycticorax* and *E. garzetta* indicated that they play olfactory roles despite of their low expression levels. 

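The level of OR genes was low against that of other genes in the same birds. The median TPM of the detected OR genes was 0.439, 0.304 and 0.898 in nestlings 1, 2 and 3 of *N. nycticorax* and 0.245, 0.195 and 0.235 in adults 4, 5 and 6, while the median over all genes above 0 lay between 9.31 TPM in nestling 2 and 27.1 TPM in adult 6. In *E. garzetta* it was 0.147, 0.172 and 0.374 in nestlings 1, 2 and 3 and 0.241, 1.52 and 0.262 in adults 4, 5 and 6, with 15.6 to 20.8 TPM over all genes above 0. The median number of read equivalents on a detected OR gene was 4.06, 3.78 and 8.29 in nestlings 1, 2 and 3 of *N. nycticorax* and 2.85, 1.90 and 1.98 in its adults 4, 5 and 6. In *E. garzetta* it was 1.52, 1.79 and 5.07 in nestlings 1, 2 and 3 and 2.00 and 2.47 in adults 4 and 6. All OR genes together drew between 33.6 read equivalents in adult 4 and 692 in nestling 3 of *N. nycticorax*, and between 13.6 in nestling 2 and 630 in nestling 3 of *E. garzetta*. The highest TPM of any OR gene in a bird was 5.73, in nestling *N. nycticorax* 3.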

The study of Leach's storm-petrel [67], a highly olfactory forager, also indicated the low expression levels of OR genes in the OE. Therefore, the low expression levels of OR genes may be common in birds. Additionally, the positively selective sites exhibited in the expanded OR14 subfamily in the night herons and *E. garzetta* further supported that OR genes are ecologically functional, consistent with the findings in other birds [16].

## Conclusions

This study provides the first analysis of the nocturnal adaptation of night herons from vision-related and OR genes. The different selective signatures detected in the vision genes provided evidence that the visual systems of the night herons have undergone adaptive evolution for enhanced night vision. Additionally, adaptive evolution of the vision genes in *N*. *nycticorax* is predominantly driven by positive and relaxed selections, while that in *C*. *cochlearius* is predominantly driven by relaxed and intensified selections. The comparative analyses of OR gene repertoires in the genomes and transcriptome between night herons and *E. garzetta* indicated reduced olfactory capacity in night herons, but olfactory capacity of night herons still has ecological adaptation. Future studies on olfactory function in different life activities in night herons and other diurnal egrets would provide a better understanding of the roles of OR genes in ardeid birds.

## Materials and methods

### Sample collection

*N*. *nycticorax* and *E. garzetta* were captured in Xiamen, Fujian, China. Each species includes three nestlings and three adults. To reduce potential kinships between samples, each nestling was sampled from different nest and adult samples were collected from a location different from the nestlings. The body lengths of the nestlings of each species were less than 15 cm. The adults were identified by their breeding plumage. Muscle sample was collected from one *N*. *nycticorax* and stored at − 80 °C until DNA extraction for whole-genome sequencing. Olfactory epithelium (OE) tissues were collected from each individual and stored in RNAlater (Invitrogen, Vilnius, Lithuania) at 4 °C until RNA extraction.

### DNA and RNA extraction and sequencing

Genomic DNA was extracted using QIAGEN® Puregene Tissue Core Kit A according to the manufacturer's instructions (Qiagen, Beijing, China). Two short insert libraries (230 and 500 bp) were constructed using the Illumina TruSeq DNA Library Preparation Kit (Illumina, San Diego, USA), and three mate pair libraries (2, 5, and 10 kbp) were constructed using the Nextera Mate Pair Sample Preparation Kit (Illumina, San Diego, USA). The libraries were sequenced on the Illumina HiSeq 2500 sequencing platform at Novogene (Beijing). Cutadapt [68] was used to remove the adaptor in the sequencing data and Trimmomatic [69] was used to remove low-quality reads with a minimum quality score of 20.

RNA was extracted from each OE sample using Invitrogen TRIzol (Invitrogen, Vilnius, Lithuania). The 150 bp paired-end RNA sequencing libraries were generated using the NEBNext Ultra RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA). All libraries were sequenced on the Illumina HiSeq 2500 sequencing platform at Novogene (Beijing). FastQC was used to evaluate the sequencing quality, and Trimmomatic [69] was used to remove adaptors and low-quality reads. The clean data for each sample was over 6 GB.

### Genome assembly

Jellyfish [70] was used to count of k-mers from cleaned sequencing reads to estimate genome size of *N*. *nycticorax* genome. The shotgun assembly of *N*. *nycticorax*’s whole genome was performed using SOAPdenovo2 [71]. All assembly steps were performed by following the official guideline, including read error correction, de Bruijn graph construction using short-insert-size library data, contig construction, realignment of the linkages between the contigs, and the creation of scaffolds from the short-insert-size paired ends and long-distance paired ends. The completeness of the assembled genome was assayed using Core Eukaryotic Genes Mapping Approach (CEGMA) [72], using 248 highly conserved core eukaryotic genes (CEGs). The completeness of the assembled genome was also evaluated by Benchmarking Universal Single-Copy Orthologs (BUSCO) v5.1.3 [73] with Hmmsearch (hmmer.org) 3.1 and Aves (odb10) dataset, which contains 8338 universal single-copy genes in birds.

### Genome annotation

Repetitive sequences in *N*. *nycticorax* genome were identified by de novo and homology-based approaches. In the de novo approach, RepeatModeler (https://www.repeatmasker.org) was used to identify interspersed repeats and generate de novo repeat libraries. RepeatMasker (https://www.repeatmasker.org) was run with the de novo libraries to identify interspersed repeats. Tandem Repeats Finder [74] was used to identify tandem repeats. In the homolog-based approach, RepeatMasker was used to search the interspersed repeats against the Repbase2 repeat database. Repeated proteins were identified by using RepeatProteinMasker.

To predict protein coding genes, proteins of *Homo sapiens*, *Taeniopygia guttata*, *G. gallus*, and *Meleagris gallopavo* were downloaded and aligned to *N*. *nycticorax* genome using TBLASTN [75] with an E-value cutoff of 1E-5. Subsequently, the homologous sequences of *N*. *nycticorax* genome were aligned against the matching proteins using Genewise2 [76] to predict the gene structure. Functions of the protein coding genes were annotated by blasting in KEGG [77], GO [78], SwissProt [79], and TrEMBL [79] databases. Gene domains were determined by InterProScan [80]. Moreover, tRNAscan-SE [81, 82] and INFERNAL [83] were used to annotate microRNAs and tRNAs in *N*. *nycticorax* genome.

### Selection of vision-related genes

The protein sequences of other Pelecaniformes birds (*E. garzetta* [GCA_000687185.1], *N. nippon* [GCA_000708225.1], *C. cochlearius* [VWPP00000000], *A. anhinga* [WBMU00000000], and *S. umbretta* [VZTL00000000]) and *G. gallus* (GRCg6a-GCA_000002315.5) were downloaded from Birds 10 K Phase I and II databases on the basis of sequence depth higher than 50 × and the availability of official predicted protein sequences. OrthoFinder2 [84] was used to search single-copy orthologous genes in *N*. *nycticorax* and the six birds with an E-value of 1e − 10 in the all-against-all BLASTP step. A total of 4121 single-copy orthologous genes were obtained and used to construct a maximum likelihood (ML) tree with IQTREE [85] with substitution model automatically selected by ModelFinder [86]. The ML tree (Fig. 1) was used in the downstream nature selection analysis of vision-related genes.

The orthologous genes of the seven birds involved in “eye development processes” (GO:0001654), “visual perception” (GO:0007601), “detection of light stimulus” (GO:0009583), and the rod phototransduction pathway (KEGG map04744) were re-annotated by EggNog-mapper V2.1.2 [87] with hmmer [88] search engine (E-value 1e-5) in EggNog V5 Aves (8782) database [89] and Basic Local Alignment Search Tool (BLAST) search engine [90] in the NR database. The results obtained 299 vision-related orthologous groups from the EggNOG and NR databases (Supplement Table S1.xlsx). The nucleotide sequences of the orthologous genes were aligned using ParaAT 2.0 [91] and alignments less than 99 bp (33AA) were filtered out. Finally, there was 216 candidate vision related orthologous genes remaining for the test of selections, of which, 159 orthologous genes had sequences for all the seven birds and 57 genes missed in one species of *N. nippon*, *C. cochlearius*, *A. anhinga*, or *S. umbretta*. For each orthologous gene, if multiple transcript variants were available in a species, the longest CDS of these orthologous genes were used in the downstream analysis of the selection.

Based on the ML tree, the branch model in the CodeML in PAML [92] was used to test for signatures of the positive selection acting on the vision genes of *N*. *nycticorax* and *C*. *cochlearius*, which were separately labeled as foreground branch using EasyCodeML [93]. The branch model tests one ratio model (same ω ratio of all branches) against two ratio model (different ω ratios between foreground background branches) based on likelihood ratio tests (LRT). The P-values calculated by LRT were then adjusted by false discovery rate (FDR) correction [94] with a cutoff of 0.05. Genes with ω1 higher than 1 and FDR < 0.05 were considered as positive selection genes.

Considering that positive selection sometimes acts only on a few sites and within a short evolutionary time period, we also used BUSTED [95] in Hyphy [96] to identify the vision related gene with evidence of positive selection at a fraction of sites. For analyses, BUSTED classifies sites to three rate classes (ω1 ≤ ω2 ≤ 1 ≤ ω3) representing strong and weak conservation and positive selection and estimates the proportion of sites belonging to each ω class occurring in both foreground and background branches (unconstrained model). Positive selection is then detected by comparing unconstrained model to constrained model (null model, ω3 = 1 on the foreground branch), and the significance was tested using LRT. For our analyses, *N*. *nycticorax* and *C*. *cochlearius* branch were respectively used as the foreground branch and the remaining branches were treated as the background branches. FDR correction was used to adjust *P*-values. Genes with adjusted *P*-values less than 0.05 and ω3 in foreground branch significantly greater than background branches were assigned as positive selected genes.

We further used two methods were used to test relaxed or intensified selection acting on the night herons. The first method was followed the procedure described in the barn owl research [35]. Briefly, a significantly higher ωForeground than ωBackground (*P* < 0.05, FDR < 0.05) in the branch model test suggests a relaxed selection in the foreground branch. A ωForeground significantly lower than ωBackground suggests the intensified selection in the foreground branch. The second method was RELAX [24] in HyPhy [96], based on the branch-site model. RELAX tests for relaxed or intensified selection were performed using parameter *k*, where *k* > 1 suggests intensified selection in the test branch and that the distribution of ω categories is close to 1 compared with that of the background, whereas *k* < 1 suggests relaxed selection in the test branch and that the distribution of ω categories is far from 1. The setting of test branch and background branch was the same in all the approaches,

### OR genes annotation and analysis

A custom BLAST database was created using the known nucleotide sequences of OR genes downloaded from *H. sapiens*, *Canis lupus familiaris*, *Bos taurus*, *T. guttata*, *G. gallus*, *Anolis carolinensis*, and *M. gallopavo* to identify the OR genes in genomes of *N*. *nycticorax*, *C*. *cochlearius*, and *E. garzetta*. The genomes of the three ardeid birds were aligned to the custom database using TBLASTN [75] with an E-value cut-off of 10. A candidate OR gene that best hit with the smallest E-value was retained. Genewise2 [76] was used to search 750 bp upstream and 750 bp downstream of the retained candidate ORs for finding the open reading frame (ORF). Based on the Genewise results, the candidate OR genes with normal start codons, stop codons, and more than 650 bp size that can code for seven transmembrane (TM) domains were identified as intact genes, the candidate OR genes without a start and/or stop codon were identified as partial genes, and the candidate OR genes with frameshift mutations and or premature stop codons were identified as pseudogenes. Subsequently, OR genes were distinguished from non-OR G protein-coupled receptors (GPCRs) using the neighbor-joining tree constructed in MEGA X software [97] using the candidate intact OR sequences and six non-OR GPCR sequences from *Frizzled* [98]. The candidate intact ORs that were clustered with non-OR GPCRs were filtered out. The candidate partial and pseudo-OR genes were subjected to BLAST, and those that had the top BLAST hits to non-OR sequences were omitted.

The Shannon entropy (*H*) [99] of Type I Class II (γ) OR genes was calculated by BioEdit [100] to investigate the diversity of ORs in the three ardeid birds. The Type I Class II (γ) OR sequences of the three ardeid birds were aligned using the Muscle program [101]. Gaps were excluded, and *H* was separately averaged across all positions for each ardeid species. *H* ≥ 2.0 is considered a variable position, *H* ≤ 2 is considered a conserved position, and *H* ≤ 1.0 is considered a highly conserved position [102].

Because phylogeny-based selection detection methods tend to overestimate the extent of positive selection among members of multigene families due to the presence of recombination or gene conversion [103], the analysis of positively selective sites on genes in OR family 14 were performed on the Datamonkey website [104] using the methods that allow to test for positive selection in the presence of recombination. Specifically, GARD [105] was used to generate multiple phylogenies based on putative nonrecombinant fragments to avoid the misleading estimation of selection caused by recombination and gene conversion. Then, SLAC [106], MEME [107], and FUBAR [108] methods were used in HyPhy (2.5.32) [95] to infer the signatures of the positive selection. Sites were considered under positive selection when they were detected by all the three methods with *Q* < 0.05 in MEME, *P* < 0.1 in SLAC, and Bayesian posterior probability > 0.95 in FUBAR. TM–helix in OR14 was predicted by TOPCONS [109]. Site positions followed *G. gallus* XM_001236559.6 (NCBI *G. gallus* annotation release 105-GRCg7b, chromosome assembly level) by sequence alignments.

### OR gene expression analysis

HISAT2 [110] was used to map the high-quality reads to genomes of *E. garzetta* [111] and *N*. *nycticorax*. There were about 60% to 75% of sequencing reads can be mapped to the reference genomes (Supplement Table S1 and S2). The mapping results of each sample transcripts were assembled by StringTie [112, 113], and then input to TACO [114] to reconstruct a consensus transcriptome by merging the biological repeat individual transcriptomes. The TACO results include the transcript of each gene and TPM of each group’s meta-assembly transcriptome merged from the biological repeats. This meta-assembly process can improve the precision of the transcript abundance [114]. 

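The group TPM that the paper's table gives for each OR gene was set beside the plain mean of the 3 birds of the group. The values lay within 0.001 TPM of each other for 61 of 61 OR genes in nestling and 61 of 61 in adult *N. nycticorax*, for 131 of 132 in nestling *E. garzetta* and for 130 of 132 in adult *E. garzetta*. The means printed here are means over the StringTie values of the birds, and the TACO merge itself was not repeated. The transcript TPM and the gene TPM of a bird differed by at most 5e-06.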

OR genes expression levels were extracted from the TACO results according to functional annotation results.

## Supplementary Information

**Additional file 1:** **Supplement Fig 1.** K-mer distribution. The peak of 17-kmer located in Depth=45 and have 58,326,594,430 kmers. The raw genome size estimated by 17-kmer was 58,326,594,430/45=~1296.15Mb, and the revised genome size was 1272.61Mb by raw genome size* (1-E), where E represent the error rate estimate by Kdepth=1 rate. **Supplement Fig 2.** Expression numbers of ORs. Numbers of Expressed ORs in *E. garzetta*, and *N. nycticorax*. The numbers above the bars represent the expression numbers of ORs. **Supplement Table 1.** Transcriptome reads mapping in *N. nycticorax*. **Supplement Table 2.** Transcriptome reads mapping in *E. garzetta*. **Supplement Table 3.** Genome assembly statistics details. **Supplement Table 4.** Function of the visual adaptive evolution genes. **Supplement Table 5.** Positively selected sites in intact OR14 of the *E*. *garzetta*. **Supplement Table 6.** Positively selected sites in intact OR14 of the *N. nycticorax*. **Supplement Table 7.** Positively selected sites in intact OR14 of the *C. cochlearius*.

**Additional file 2:** **Supplement Table S1. **xlsx

**Additional file 3:** **Supplement Table S2. **xlsx

**Additional file 4: Supplement Table S3. **xlsx

## Data Availability

The draft genome assembly data are available at GenBank with the accession number: JAKFQP000000000. The associated BioProject number are PRJNA796267. RNA-Seq data are available at GEO with the accession number: GSE197206. The genomic annotation flies for genomic and transcriptomic analyses are available at https://github.com/hrluo93/4Herons-genome-anno.git

# Supplementary material for: Genomic insight into the nocturnal adaptation of the black-crowned night heron (Nycticorax nycticorax)
**Source:** BMC Genomics. 2022 Oct 3;23:683. doi: 10.1186/s12864-022-08904-y
**Supplement:** Supplementary file 1 — Additional file 1: Supplement Fig 1. K-mer distribution. The peak of 17-kmer located in Depth=45 and have 58,326,594,430 kmers. The raw genome size estimated by 17-kmer was 58,326,594,430/45=~1296.15Mb, and the revised genome size was 1272.61Mb by raw genome size* (1-E), where E represent the error rate estimate by Kdepth=1 rate. Supplement Fig 2. Expression numbers of ORs. Numbers of Expressed ORs in E. garzetta, and N. nycticorax. The numbers above the bars represent the expression numbers of ORs. Supplement Table 1. Transcriptome reads mapping in N. nycticorax. Supplement Table 2. Transcriptome reads mapping in E. garzetta. Supplement Table 3. Genome assembly statistics details. Supplement Table 4. Function of the visual adaptive evolution genes. Supplement Table 5. Positively selected sites in intact OR14 of the E. garzetta. Supplement Table 6. Positively selected sites in intact OR14 of the N. nycticorax. Supplement Table 7. Positively selected sites in intact OR14 of the C. cochlearius.

**Genomic insight into nocturnal adaptation of the black-crowned night heron (*Nycticorax nycticorax*)**

**Haoran Luo, Site Luo, Wenzhen Fang, Qingxian Lin, Xiaolin Chen*, Xiaoping Zhou***

Xiaoping Zhou

**
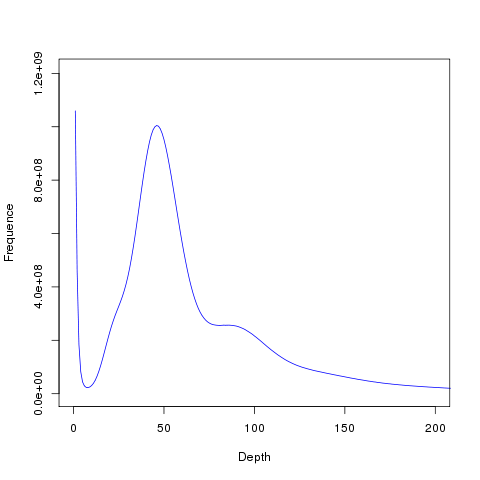
**

**Supplement Fig 1. K-mer distribution.** The peak of 17-kmer located in Depth=45 and have 58,326,594,430 kmers. The raw genome size estimated by 17-kmer was 58,326,594,430/45=~1296.15Mb, and the revised genome size was 1272.61Mb by raw genome size* (1-E), where E represent the error rate estimate by Kdepth=1 rate.

**
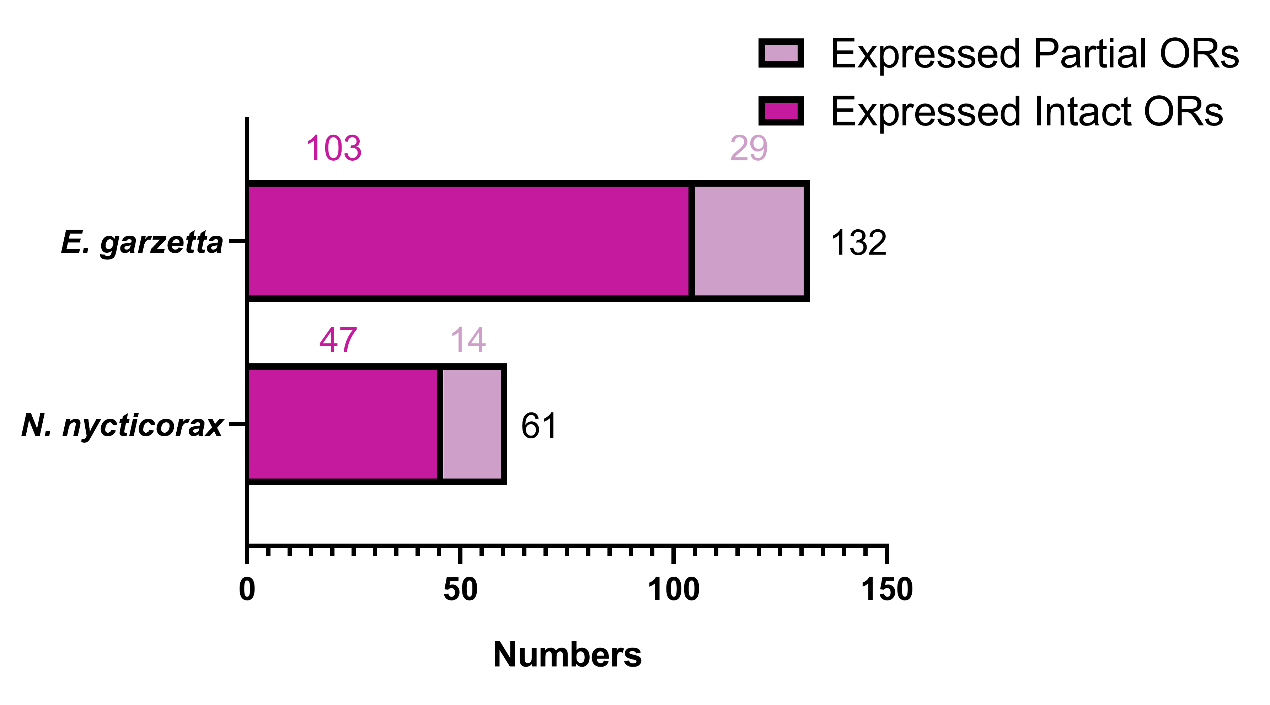
**

**Supplement Fig 2. Expression numbers of ORs.** Numbers of Expressed ORs in *E. garzetta*, and *N. nycticorax*. The numbers above the bars represent the expression numbers of ORs.

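For *N. nycticorax*, mapping differed between birds of the same stage. The paper lists 70.21%, 57.59% and 67.47% of the reads as mapped for nestlings 1, 2 and 3 and 65.16%, 63.03% and 67.24% for adults 4, 5 and 6. From the mapped reads, StringTie gave a TPM above 0 to 12356, 12328 and 12642 genes in nestlings 1, 2 and 3 and to 12478, 12479 and 12507 genes in adults 4, 5 and 6. The 10 most abundant genes held 9.65%, 10.9% and 14.9% of the TPM in the nestlings and 9.63%, 7.58% and 7.34% in the adults. These percentages are single values per bird.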

**Supplement Table 1.** Transcriptome reads mapping in *N. nycticorax*.

| Sample | Total reads | Total mapped | Uniquely mapped% |
| --- | --- | --- | --- |
| NN2OE  NN3OE  NN1OE  NN4OE  NN5OE  NN6OE | 31649915  26868635  22107587  26142198  27161451  23707660 | 57.59%  67.47%  70.21%  65.16%  63.03%  67.24% | 16128812 (50.96%)  16207270 (60.32%)  13946795 (63.09%)  14964649 (57.24%)  15105865 (55.62%)  14197635 (59.89%) |

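In *E. garzetta*, the paper gives 64.45%, 74.37% and 74.45% as the mapped share for nestlings 1, 2 and 3 and 73.07%, 65.66% and 69.33% for adults 4, 5 and 6. Genes with a TPM above 0 numbered 13343, 13307 and 13982 in nestlings 1, 2 and 3 and 13623, 13231 and 13522 in adults 4, 5 and 6. Nestling 3, with the most genes above 0, also had the most uniquely mapped reads in the paper's table, 20223040. The 10 most abundant genes held 13.4%, 11.6% and 10.6% of the TPM in the nestlings and 14.6%, 16.7% and 7.66% in the adults.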

**Supplement Table 2.** Transcriptome reads mapping in *E. garzetta*.

| Sample | Total paired reads | Total mapped | | Uniquely mapped |
| --- | --- | --- | --- | --- |
| EG1OE  EG2OE  EG3OE  EG4OE  EG5OE  EG6OE | 27202746  22506226  31591152  25221822  28409521  25374108 | 64.45%  74.37% 74.45%  73.07%  65.66%  69.33% | 14353084 (52.76%)  14477441 (64.33%)  20223040 (64.01%)  15773325 (62.54%)  15113041 (53.20%)  15066977 (59.38%) | |

**Supplement Table 3. Genome assembly statistics details**

| Index | Contig(bp) | Scaffold(bp) | Contig Number | | Scaffold Number |
| --- | --- | --- | --- | --- | --- |
| Total  Max  Length>=100  Length>=2000  N50  N60  N70  N80  N90 | 1,116,931,249 850,257  58,550  45,336  33,689  23,204  12,579 | 1,179,048,687 17,752,090  3,016,563  2,330,832  1,539,151  884,092  347,590 | | 46,539  46,539  38,451  5,277  7,449  10,309  14,286  20,711 | 7,611  7,611  4,549  104  148  211  312  518 |

**Supplement Table 4. Function of the visual adaptive evolution genes**

| Gene | Eye part | Disease | Function report and phenotype mutation consequence |
| --- | --- | --- | --- |
| *ADAMTS18*  *ALDH1A3*  *ATP8A2*  *CACNB2*  *CCDC66*  *CDON*  *CHD7*  *CRB1*  *CRYBA1*  *CTNS*  *EPAS1*  *EPHB1*  *FAT3*  *FGFR2*  *FOXP2*  *GNA11*  *GNAQ*  *GNAT1*  *HDAC1*  *HPS1*  *IMPG1 IMPG2*  *JAG1*  *MAP3K1*  *MDM1*  *MED1*  *MEGF11*  *MFN2*  *MITF*  *MYO7A*  *NHS*  *OLFM3*  *OPA1*  *OPN4*  *PAX6*  *PDE6B*  *PDGFRB*  *RNF2*  *RPE65*  *RPL24*  *RRM1*  *SH3PXD2B*  *SKI*  *SLC25A25*  *SLC4A10*  *SLC7A11*  *SMAD3*  *SOX14*  *TTC8*  *TULP3*  *UCHL3*  *UNC119*  *VEGFA*  *WDR19* | Cornea and Retina  Whole eye-small size eye microphthalmia  Retina  -  Retina  Whole eye-small size eye microphthalmia  Retina  Retina  Lens  Corneal  Retina  Retina  Retina  Whole-Bulging eyes  Eyelids  Intraocular changes-choroid, ciliary body, iris  Retina  Retina  Intraocular changes-choroid, ciliary body, iris  Retina  Lens  Retina  Retina  Lens and retina  Retina  Lens and cornea  Iris and Retina  Retina  Lens  Intraocular pressure  Optic nerve  Retina  Iris and Optic nerve  Retina  Retina  Whole eye-small size eye microphthalmia  Retina  Retina  Retina  Cornea  Whole eye-Protruding eyes  Retina  Corneal  Retina  Lens  Eyelids  Retina  Pressure inside retina  Retina  Retina  Choroid and retina  Retina | Microcornea, Myopic Chorioretinal Atrophy, and Telecanthus  Microphthalmia  Cone-Rod Dystrophy  Blindness  Retinal Degeneration  Microphthalmia  CHARGE syndrome  Retinitis pigmentosa  Congenital zonular cataract with sutural opacities  Adult nonnephropathic cystinosis; late-onset juvenile or adolescent nephropathic type cystinosis; nephropathic cystinosis  Retinal Hemangioblastoma  Retinal ganglion cell axon guidance  Retina development  Apert syndrome; Crouzon syndrome  Blepharophimosis  Ocular Melanoma  Ocular Melanoma  Autosomal dominant congenital stationary night blindness  Retinoblastoma  Hermansky–Pudlak syndrome (oculocutaneous albinism)  Retinitis Pigmentosa  Lens progenitor cell deficits.  Retinal Degeneration  Retinal Degeneration  Retinoblastoma; Microphthalmia  Retinal neuronal arrays  Optic Atrophy; Intraocular Pressure Quantitative Trait Locus  Tietz syndrome; Waardenburg syndrome type II  Usher syndrome type 1B  Cataract-dental syndrome  Glaucoma, Primary Open Angle  Optic atrophy-1  Achromatopsia  Aniridia type II; Coloboma of optic nerve; Opic nerve hypoplasia  Congenital stationary night blindness  Retinitis Pigmentosa  Microphthalmia  Congenital stationary night blindness  Retinitis Pigmentosa  Retinitis Pigmentosa  Frank-Ter Haar Syndrome  Shprintzen-Goldberg Craniosynostosis Syndrome  Fundus Dystrophy  Corneal Dystrophy  Oxidant-induced cellular damage in retina  Cataract  Colobomatous Microphthalmia  Bardet-Biedl syndrome  Glaucoma  Retinal Degeneration  Dominant cone-rod dystrophy  Retinal Vascular Disease  Autosomal recessive retinitis pigmentosa | ADAMTS18 plays an essential role in early eye development and those mutations therein cause a distinct eye phenotype that is mainly characterized by microcornea and myopia[1]. Also related retinal detachment.  Loss of function of ALDH1A3 loss of function causes bilateral anophthalmia/microphthalmia caused bilateral anophthalmia/microphthalmia[2, 3]  ATP8A2-deficient mice have shortened photoreceptor outer segments, cause a reduction in light responses and decreased photoreceptor viability[4]  Mutations in *CACNB2* cause incomplete congenital stationary night blindness. Under dark-adapted conditions, CNS-beta (2)-null mice did not have a normal b-wave[5]  Related to the retinal rod cell development. Protein CCDC66 is expressed predominantly in the developing rod outer segments related retinal degeneration and dysfunction and detection of light stimulus involved in visual perception[6]  CDON related to embryonic retina morphogenesis, and mice lacking CDON display multiple eye defects[7]  *CHD7* regulates the differentiation of retinal cells and plays an essential role in retinal cell development. Mutations in *CHD7* cause abnormal expression or a complete absence of molecular markers for the retinal ganglion cells and photoreceptors[8]  Mutations in the *CRB1* gene result in human retinal diseases including retinitis pigmentosa and Leber congenital amaurosis[9, 10]  *CRYBA1* encode the Beta-crystallin A1, crystallin are major protein constituents of the mammalian lens, where Beta-crystallin stability association into higher order complexes are critical for lens clarity and refraction[11]  The cystinosin (Ctns(-/-)) mouse related the cystinosis. Mouse begin to die in 7-12 months because of the cystinosis disease increased Corneal crystals and corneas become scarred and neovascularized[12]  Mutations in mice related to exhibited marked thinning of the retina and abnormal retinal vasculature[13]  EPHB1 is responsible for the retinal axon guidance, redirecting the retinal ganglion cells axons at the optic chiasm midline[14]  FAT3 ensures that retinal amacrine cells project develop primary dendrites into the inner plexiform layer (IPL) and only rarely extend processes into other retinal layers[15]  FGF receptors are essential for lens fiber differentiation, different FGF receptors function redundantly[16]  Mutations in FOXP2 related abnormal narrowness of the palpebral fissure in the horizontal direction caused by the lateral displacement of the medial canthi of the eyelids[17]  Related intraocular melanoma which is a cancer of the pigment-producing cells (melanocytes) in the middle layer of the eye, usually in choroid, ciliary body, or iris[18], associated with GNAQ[19]  Related to Sturge-Weber syndrome[20] and ocular melanoma[18, 19]  GNAT1 Stimulates the coupling of rhodopsin and cGMP-phoshodiesterase during visual impulses. Mutations in this gene result in autosomal dominant congenital stationary night blindness[21]  Related to retinoblastoma (RB1), caused blindness or poor vision in the affected eye or eyes[22]  This gene encodes a protein that may play a role in organelle biogenesis associated with melanosomes, platelet dense granules, and lysosomes and mutations in HSP1 caused pigmentation defect in the eyes[23]  IMPG1 and IMPG2 are members of the interphotoreceptor matrix, which is occupying the interface between photoreceptors and the retinal pigment epithelium in the fundus of the eye. The IMPG matrix is a unique extracellular complex that play a supportive role in photoreceptor maintenance[24]  JAG1 mutants have both lens progenitor cell proliferation and differentiation deficits[25, 26]  MAP3K1 played an essential role during mouse embryonic eyelid closure, Homozygous deletion of either gene causes defective eyelid closure[27, 28] and progressive and eventual death of the cells of the retina[29]  *Mdm1* mutations related the age-related retinal degeneration[30]  MED1 is critical for the lens development in camera-type eye and related in paucity of retinal pigment, defective lens formation[31]  MEGF11 played critical roles in the formation of mosaics in the retina[32]  *MFN2* caused small, opacified lens and small eyeball in the most severe phenotypes[33] and deletion affects corneal development because of collagen hyperplasia in the corneal stroma[34]  Involved in melanin synthesis. Related to Waardenburg syndrome type 2 (WS2), mutations caused ocular albinism[35, 36]  MYO7A present in the retinal pigment epithelium and plays an important role in regulating opsin transport in retinal photoreceptors.[37, 38]  Mutation causing X-linked dominant congenital cataract[39]  Olfactomedin 3 might be required for normal development and function of tissues involved in glaucoma, eye angle and retina. Mutations in the *OLFM3* may lead to different eye pathologies[40]  Related to optic atrophy type 1, a disease that affects the optic nerve. Caused vision loss, difficulty distinguishing colors, and an abnormally pale appearance (pallor) of the optic nerve[41, 42]  Mutations related to retinal degeneration because of dystrophy[43, 44]  Related to aniridia, an eye disorder characterized by a complete or partial absence of the colored part of the iris[45]. PAX6 gene also associated with a variety of optic-nerve malformations[46]  PDE6B related to retinitis pigmentosa and cause progressive vision loss[47]  Related to retina vasculature development in camera-type eye[48]  During eye development, Bcl6a with Rnf2 prevent eye colobomata (Microphthalmia)[49]  The RPE65 protein plays a role in vitamin A metabolism in the retina, and the whole region of the protein is highly conserved in vertebrates[50], mutations in the RPE65 cause Leber’s congenital amaurosis[51, 52] and early-onset retinal degeneration[53]  The Belly spot and tail (Bst) is a semidominant mouse mutation that disrupts the retinal cell fate determination and as a deletion within the *RPL24* gene[54]. Mutant phenotype of Bst affected retinas are smaller than wildtype[55]  Related to retinal pigment deposits and photoreceptor cells loss[56]  Encodes the TKS4 protein. Mice lacking Tks4 showed pronounced skeletal, eye, and cardiac abnormalities and phenocopied most of the defects associated with Frank-Ter Haar syndrome. SH3PXD2B mutations caused prominent eyes, macrocornea with or without glaucoma[57, 58]  Cause prominent eyes due to Shprintzen-Goldberg Craniosynostosis Syndrome[59]  Related to retinal dystrophy[56]  Related to corneal dystrophy[56]  SLC7A11 (system xc −) is a transport system critical to potentiation of antioxidant signaling in retina[60]  Related to the coordination of cell cycle progression and the initiation of lens differentiation[61]  Related to abnormal narrowness of the palpebral fissure in the horizontal direction caused by the lateral displacement of the medial canthi of the eyelids[56]  Related to Bardet-Biedl Syndrome. One of the major features of Bardet-Biedl syndrome is vision loss. Occurs as the light-sensing tissue at the back of the eye (the retina) gradually deteriorates[62, 63]  Disruption of mouse TULP3 caused morphological defects in the embryonic craniofacial regions and eye defects (retina)[64]  Associated to retina development[23]  Related to Cone-rod dystrophyand causes vision loss[65, 66]  Related choroid development in eye and inactivation of *VEGF* expression results in the absence of choriocapillaris, occurrence of microphthalmia, and the loss of visual function[67]  WDR19 related to photoreceptor intra-flagellar transport function and was shown to accumulate along the connecting cilia in Nphp1 photoreceptors[68] |

**Supplement Table 5. Positively selected sites in intact OR14 of the *E. garzetta***

| MEME (Q-value< 0.05) | FUBAR (BayesFactor> 0.95) | SLAC (P [dN/dS > 1] < 0.1) | |
| --- | --- | --- | --- |
| 8, 14, 20, 28, 52, 78, 93, 106, 107, 110, 145, 153, 155, 156, 196, 199, 204, 205, 206, 211, 215, 230, 251, 254, 260, 282, 283 | 52, 93, 107, 110, 196, 199, 204, 211, 251, 283 | 1, 3, 5, 8, 10, 11, 12, 14, 15, 17, 25, 26, 39, 40, 44, 45, 46, 49, 52, 55, 56, 57, 59, 61, 63, 64, 67, 68, 70, 73, 74, 77, 79, 83, 84, 88, 90, 91, 92, 94, 95, 97, 98, 99, 104, 107, 109, 114, 115, 118, 119, 121, 128, 130, 132, 133, 150, 151, 155, 157, 158, 160, 163, 164, 165, 167, 168, 170, 171, 174, 176, 177, 178  179, 180, 185, 187, 189, 192, 195, 196, 198, 200, 201, 204, 208, 210, 213, 215, 216, 217, 220, 221, 223, 224, 230, 232, 237, 239, 240, 241, 242, 243, 244, 245, 246, 247, 248, 249, 250, 251, 253, 259, 261, 262, 263, 265, 266, 269, 270, 271, 273, 274, 275, 276, 277, 278, 279, 280, 281, 282, 283, 285, 286, 288, 289, 290, 293, 295, 296, 297, 299, 300, 302 |  |

Site numbers with underline represent this site detected positive selection by all methods.

**Supplement Table 6. Positively selected sites in intact OR14 of the *N. nycticorax***

| MEME (Q-value< 0.05) | FUBAR (BayesFactor> 0.95) | SLAC (P [dN/dS > 1] < 0.1) | |
| --- | --- | --- | --- |
| 93, 110 | 52, 93, 107, 110, 211, 284 | 3, 4, 8, 10, 14, 15, 17, 18, 36, 39, 40, 49, 52, 59, 67, 70, 73, 77, 83, 84, 88, 89, 90, 91, 92, 93, 94, 95, 97, 98, 104, 107, 109, 110, 114, 118, 121, 125, 130, 133, 150, 151, 158, 161, 163, 164, 165, 168, 171, 180, 189, 195, 200, 201, 2 |  |

Site numbers with underline represent this site detected positive selection by all methods.

**Supplement Table 7. Positively selected sites in intact OR14 of the *C. cochlearius***

| MEME (Q-value< 0.05) | FUBAR (BayesFactor> 0.95) | SLAC (P [dN/dS > 1] < 0.1) | |
| --- | --- | --- | --- |
| 6, 14, 16, 24, 26, 28, 29, 30, 33, 35, 47, 68, 83, 93, 101, 107, 110, 128, 150, 154, 155, 160, 172, 196, 202, 204, 205, 206, 207, 215, 267, 283, 284, 294, 301 | 16, 47, 93, 107, 153, 172, 196, 204, 207, 283 | 3, 4, 8, 12, 14, 15, 16, 17, 18, 23, 36, 38, 39, 40, 45, 46, 47, 49, 52, 61, 65, 66, 67, 70, 73, 75, 77, 84, 87, 88, 90, 91, 92, 94, 95, 97, 98, 100, 104, 107, 109, 112, 113, 114, 115, 118, 121, 127, 130, 132, 139, 150, 151, 155, 158, 160, 162, 163, 164, 165, 168, 171, 172, 180, 187, 189, 192, 193, 194, 195, 196, 197, 201, 202, 204, 207, 208, 213, 216, 217, 223, 229, 232, 239, 241, 245, 248, 249, 252, 253, 258, 259, 260, 261, 262, 263, 265, 268, 269, 270, 271, 272, 274, 275, 277, 278, 279, 280, 281, 282, 283  284, 286, 289, 290, 293, 295, 297, 299, 300, 302 |  |

Site numbers with underline represent this site detected positive selection by all methods.

1. Aldahmesh MA, Alshammari MJ, Khan AO, Mohamed JY, Alhabib FA, Alkuraya FS: **The syndrome of microcornea, myopic chorioretinal atrophy, and telecanthus (MMCAT) is caused by mutations in ADAMTS18**. *Hum Mutat* 2013, **34**(9):1195-1199.

2. Fares-Taie L, Gerber S, Chassaing N, Clayton-Smith J, Hanein S, Silva E, Serey M, Serre V, Gerard X, Baumann C *et al*: **ALDH1A3 mutations cause recessive anophthalmia and microphthalmia**. *Am J Hum Genet* 2013, **92**(2):265-270.

3. Yahyavi M, Abouzeid H, Gawdat G, de Preux AS, Xiao T, Bardakjian T, Schneider A, Choi A, Jorgenson E, Baier H *et al*: **ALDH1A3 loss of function causes bilateral anophthalmia/microphthalmia and hypoplasia of the optic nerve and optic chiasm**. *Hum Mol Genet* 2013, **22**(16):3250-3258.

4. Coleman JA, Zhu X, Djajadi HR, Molday LL, Smith RS, Libby RT, John SW, Molday RS: **Phospholipid flippase ATP8A2 is required for normal visual and auditory function and photoreceptor and spiral ganglion cell survival**. *J Cell Sci* 2014, **127**(Pt 5):1138-1149.

5. Ball SL, Powers PA, Shin HS, Morgans CW, Peachey NS, Gregg RG: **Role of the beta(2) subunit of voltage-dependent calcium channels in the retinal outer plexiform layer**. *Invest Ophthalmol Vis Sci* 2002, **43**(5):1595-1603.

6. Gerding WM, Schreiber S, Schulte-Middelmann T, de Castro Marques A, Atorf J, Akkad DA, Dekomien G, Kremers J, Dermietzel R, Gal A *et al*: **Ccdc66 null mutation causes retinal degeneration and dysfunction**. *Hum Mol Genet* 2011, **20**(18):3620-3631.

7. Zhang W, Mulieri PJ, Gaio U, Bae GU, Krauss RS, Kang JS: **Ocular abnormalities in mice lacking the immunoglobulin superfamily member Cdo**. *FEBS J* 2009, **276**(20):5998-6010.

8. Patten SA, Jacobs-McDaniels NL, Zaouter C, Drapeau P, Albertson RC, Moldovan F: **Role of Chd7 in zebrafish: a model for CHARGE syndrome**. *PLoS One* 2012, **7**(2):e31650.

9. den Hollander AI, ten Brink JB, de Kok YJ, van Soest S, van den Born LI, van Driel MA, van de Pol DJ, Payne AM, Bhattacharya SS, Kellner U *et al*: **Mutations in a human homologue of Drosophila crumbs cause retinitis pigmentosa (RP12)**. *Nat Genet* 1999, **23**(2):217-221.

10. den Hollander AI, Heckenlively JR, van den Born LI, de Kok YJ, van der Velde-Visser SD, Kellner U, Jurklies B, van Schooneveld MJ, Blankenagel A, Rohrschneider K *et al*: **Leber congenital amaurosis and retinitis pigmentosa with Coats-like exudative vasculopathy are associated with mutations in the crumbs homologue 1 (CRB1) gene**. *Am J Hum Genet* 2001, **69**(1):198-203.

11. Sergeev YV, Hejtmancik JF, Wingfield PT: **Energetics of domain-domain interactions and entropy driven association of beta-crystallins**. *Biochemistry* 2004, **43**(2):415-424.

12. Simpson J, Nien CJ, Flynn K, Jester B, Cherqui S, Jester J: **Quantitative in vivo and ex vivo confocal microscopy analysis of corneal cystine crystals in the Ctns knockout mouse**. *Mol Vis* 2011, **17**:2212-2220.

13. Ding K, Scortegagna M, Seaman R, Birch DG, Garcia JA: **Retinal disease in mice lacking hypoxia-inducible transcription factor-2alpha**. *Invest Ophthalmol Vis Sci* 2005, **46**(3):1010-1016.

14. Chenaux G, Henkemeyer M: **Forward signaling by EphB1/EphB2 interacting with ephrin-B ligands at the optic chiasm is required to form the ipsilateral projection**. *Eur J Neurosci* 2011, **34**(10):1620-1633.

15. Deans MR, Krol A, Abraira VE, Copley CO, Tucker AF, Goodrich LV: **Control of neuronal morphology by the atypical cadherin Fat3**. *Neuron* 2011, **71**(5):820-832.

16. Zhao H, Yang T, Madakashira BP, Thiels CA, Bechtle CA, Garcia CM, Zhang H, Yu K, Ornitz DM, Beebe DC *et al*: **Fibroblast growth factor receptor signaling is essential for lens fiber cell differentiation**. *Dev Biol* 2008, **318**(2):276-288.

17. Prueitt RL, Zinn AR: **A fork in the road to fertility**. *Nat Genet* 2001, **27**(2):132-134.

18. MacConaill LE, Garcia E, Shivdasani P, Ducar M, Adusumilli R, Breneiser M, Byrne M, Chung L, Conneely J, Crosby L *et al*: **Prospective enterprise-level molecular genotyping of a cohort of cancer patients**. *J Mol Diagn* 2014, **16**(6):660-672.

19. Chen X, Wu Q, Tan L, Porter D, Jager MJ, Emery C, Bastian BC: **Combined PKC and MEK inhibition in uveal melanoma with GNAQ and GNA11 mutations**. *Oncogene* 2014, **33**(39):4724-4734.

20. Shirley MD, Tang H, Gallione CJ, Baugher JD, Frelin LP, Cohen B, North PE, Marchuk DA, Comi AM, Pevsner J: **Sturge-Weber syndrome and port-wine stains caused by somatic mutation in GNAQ**. *N Engl J Med* 2013, **368**(21):1971-1979.

21. Naeem MA, Chavali VR, Ali S, Iqbal M, Riazuddin S, Khan SN, Husnain T, Sieving PA, Ayyagari R, Riazuddin S *et al*: **GNAT1 associated with autosomal recessive congenital stationary night blindness**. *Invest Ophthalmol Vis Sci* 2012, **53**(3):1353-1361.

22. LeBoeuf M, Terrell A, Trivedi S, Sinha S, Epstein JA, Olson EN, Morrisey EE, Millar SE: **Hdac1 and Hdac2 act redundantly to control p63 and p53 functions in epidermal progenitor cells**. *Dev Cell* 2010, **19**(6):807-818.

23. Won J, Shi LY, Hicks W, Wang J, Hurd R, Naggert JK, Chang B, Nishina PM: **Mouse model resources for vision research**. *J Ophthalmol* 2011, **2011**:391384.

24. Acharya S, Foletta VC, Lee JW, Rayborn ME, Rodriguez IR, Young WS, 3rd, Hollyfield JG: **SPACRCAN, a novel human interphotoreceptor matrix hyaluronan-binding proteoglycan synthesized by photoreceptors and pinealocytes**. *J Biol Chem* 2000, **275**(10):6945-6955.

25. Oda T, Elkahloun AG, Pike BL, Okajima K, Krantz ID, Genin A, Piccoli DA, Meltzer PS, Spinner NB, Collins FS *et al*: **Mutations in the human Jagged1 gene are responsible for Alagille syndrome**. *Nat Genet* 1997, **16**(3):235-242.

26. Le TT, Conley KW, Brown NL: **Jagged 1 is necessary for normal mouse lens formation**. *Dev Biol* 2009, **328**(1):118-126.

27. Meng Q, Mongan M, Wang J, Tang X, Zhang J, Kao W, Xia Y: **Epithelial sheet movement requires the cooperation of c-Jun and MAP3K1**. *Dev Biol* 2014, **395**(1):29-37.

28. Jin C, Chen J, Meng Q, Carreira V, Tam NN, Geh E, Karyala S, Ho SM, Zhou X, Medvedovic M *et al*: **Deciphering gene expression program of MAP3K1 in mouse eyelid morphogenesis**. *Dev Biol* 2013, **374**(1):96-107.

29. Mongan M, Wang J, Liu H, Fan Y, Jin C, Kao WY, Xia Y: **Loss of MAP3K1 enhances proliferation and apoptosis during retinal development**. *Development* 2011, **138**(18):4001-4012.

30. Chang B, Mandal MN, Chavali VR, Hawes NL, Khan NW, Hurd RE, Smith RS, Davisson ML, Kopplin L, Klein BE *et al*: **Age-related retinal degeneration (arrd2) in a novel mouse model due to a nonsense mutation in the Mdm1 gene**. *Hum Mol Genet* 2008, **17**(24):3929-3941.

31. Crawford SE, Qi C, Misra P, Stellmach V, Rao MS, Engel JD, Zhu Y, Reddy JK: **Defects of the heart, eye, and megakaryocytes in peroxisome proliferator activator receptor-binding protein (PBP) null embryos implicate GATA family of transcription factors**. *J Biol Chem* 2002, **277**(5):3585-3592.

32. Kay JN, Chu MW, Sanes JR: **MEGF10 and MEGF11 mediate homotypic interactions required for mosaic spacing of retinal neurons**. *Nature* 2012, **483**(7390):465-469.

33. Zhang J, Qu B, Yu W, Zhu Y, Yan X, Shen H, Zhao J: **Role of surface ectoderm-specific mitofusin 2 in the corneal morphologic development of mice**. *Am J Transl Res* 2019, **11**(6):3620-3628.

34. Zhao J, Wu X, Wu D, Yu Y, Yu Y, Wang Y, Fu Q, Zhang J, Yao K: **Embryonic Surface Ectoderm-specific Mitofusin 2 Conditional Knockout Induces Congenital Cataracts in Mice**. *Sci Rep* 2018, **8**(1):1522.

35. Bard LA: **Heterogeneity in Waardenburg's syndrome. Report of a family with ocular albinism**. *Arch Ophthalmol* 1978, **96**(7):1193-1198.

36. Tassabehji M, Newton VE, Read AP: **Waardenburg syndrome type 2 caused by mutations in the human microphthalmia (MITF) gene**. *Nat Genet* 1994, **8**(3):251-255.

37. Hasson T, Heintzelman MB, Santos-Sacchi J, Corey DP, Mooseker MS: **Expression in cochlea and retina of myosin VIIa, the gene product defective in Usher syndrome type 1B**. *Proc Natl Acad Sci U S A* 1995, **92**(21):9815-9819.

38. Weston MD, Kelley PM, Overbeck LD, Wagenaar M, Orten DJ, Hasson T, Chen ZY, Corey D, Mooseker M, Sumegi J *et al*: **Myosin VIIA mutation screening in 189 Usher syndrome type 1 patients**. *Am J Hum Genet* 1996, **59**(5):1074-1083.

39. Grimes PA, Favor J, Koeberlein B, Silvers WK, Fitzgerald PG, Stambolian D: **Lens development in a dominant X-linked congenital cataract of the mouse**. *Exp Eye Res* 1993, **57**(5):587-594.

40. Torrado M, Trivedi R, Zinovieva R, Karavanova I, Tomarev SI: **Optimedin: a novel olfactomedin-related protein that interacts with myocilin**. *Hum Mol Genet* 2002, **11**(11):1291-1301.

41. Votruba M, Moore AT, Bhattacharya SS: **Demonstration of a founder effect and fine mapping of dominant optic atrophy locus on 3q28-qter by linkage disequilibrium method: a study of 38 British Isles pedigrees**. *Hum Genet* 1998, **102**(1):79-86.

42. Johnston RL, Seller MJ, Behnam JT, Burdon MA, Spalton DJ: **Dominant optic atrophy**. *Ophthalmology* 1999, **106**(1):123-128.

43. Vugler AA, Semo M, Joseph A, Jeffery G: **Survival and remodeling of melanopsin cells during retinal dystrophy**. *Vis Neurosci* 2008, **25**(2):125-138.

44. Lin B, Koizumi A, Tanaka N, Panda S, Masland RH: **Restoration of visual function in retinal degeneration mice by ectopic expression of melanopsin**. *Proc Natl Acad Sci U S A* 2008, **105**(41):16009-16014.

45. Jordan T, Hanson I, Zaletayev D, Hodgson S, Prosser J, Seawright A, Hastie N, van Heyningen V: **The human PAX6 gene is mutated in two patients with aniridia**. *Nat Genet* 1992, **1**(5):328-332.

46. Azuma N, Yamaguchi Y, Handa H, Tadokoro K, Asaka A, Kawase E, Yamada M: **Mutations of the PAX6 gene detected in patients with a variety of optic-nerve malformations**. *Am J Hum Genet* 2003, **72**(6):1565-1570.

47. McLaughlin ME, Sandberg MA, Berson EL, Dryja TP: **Recessive mutations in the gene encoding the beta-subunit of rod phosphodiesterase in patients with retinitis pigmentosa**. *Nat Genet* 1993, **4**(2):130-134.

48. Tallquist MD, French WJ, Soriano P: **Additive effects of PDGF receptor beta signaling pathways in vascular smooth muscle cell development**. *PLoS Biol* 2003, **1**(2):E52.

49. Lee J, Lee BK, Gross JM: **Bcl6a function is required during optic cup formation to prevent p53-dependent apoptosis and colobomata**. *Hum Mol Genet* 2013, **22**(17):3568-3582.

50. Nicoletti A, Wong DJ, Kawase K, Gibson LH, Yang-Feng TL, Richards JE, Thompson DA: **Molecular characterization of the human gene encoding an abundant 61 kDa protein specific to the retinal pigment epithelium**. *Hum Mol Genet* 1995, **4**(4):641-649.

51. Morimura H, Fishman GA, Grover SA, Fulton AB, Berson EL, Dryja TP: **Mutations in the RPE65 gene in patients with autosomal recessive retinitis pigmentosa or leber congenital amaurosis**. *Proc Natl Acad Sci U S A* 1998, **95**(6):3088-3093.

52. Kondo H, Qin M, Mizota A, Kondo M, Hayashi H, Hayashi K, Oshima K, Tahira T, Hayashi K: **A homozygosity-based search for mutations in patients with autosomal recessive retinitis pigmentosa, using microsatellite markers**. *Invest Ophthalmol Vis Sci* 2004, **45**(12):4433-4439.

53. Gu SM, Thompson DA, Srikumari CR, Lorenz B, Finckh U, Nicoletti A, Murthy KR, Rathmann M, Kumaramanickavel G, Denton MJ *et al*: **Mutations in RPE65 cause autosomal recessive childhood-onset severe retinal dystrophy**. *Nat Genet* 1997, **17**(2):194-197.

54. Oliver ER, Saunders TL, Tarle SA, Glaser T: **Ribosomal protein L24 defect in belly spot and tail (Bst), a mouse Minute**. *Development* 2004, **131**(16):3907-3920.

55. Tang Q, Rice DS, Goldowitz D: **Disrupted retinal development in the embryonic belly spot and tail mutant mouse**. *Dev Biol* 1999, **207**(1):239-255.

56. Rappaport N, Twik M, Plaschkes I, Nudel R, Iny Stein T, Levitt J, Gershoni M, Morrey CP, Safran M, Lancet D: **MalaCards: an amalgamated human disease compendium with diverse clinical and genetic annotation and structured search**. *Nucleic Acids Res* 2017, **45**(D1):D877-D887.

57. Maas SM, Kayserili H, Lam J, Apak MY, Hennekam RC: **Further delineation of Frank-ter Haar syndrome**. *Am J Med Genet A* 2004, **131**(2):127-133.

58. Iqbal Z, Cejudo-Martin P, de Brouwer A, van der Zwaag B, Ruiz-Lozano P, Scimia MC, Lindsey JD, Weinreb R, Albrecht B, Megarbane A *et al*: **Disruption of the podosome adaptor protein TKS4 (SH3PXD2B) causes the skeletal dysplasia, eye, and cardiac abnormalities of Frank-Ter Haar Syndrome**. *Am J Hum Genet* 2010, **86**(2):254-261.

59. Doyle AJ, Doyle JJ, Bessling SL, Maragh S, Lindsay ME, Schepers D, Gillis E, Mortier G, Homfray T, Sauls K *et al*: **Mutations in the TGF-beta repressor SKI cause Shprintzen-Goldberg syndrome with aortic aneurysm**. *Nat Genet* 2012, **44**(11):1249-1254.

60. Ananth S, Babu E, Veeranan-Karmegam R, Bozard Baldowski BR, Boettger T, Martin PM: **Induction of the cystine/glutamate exchanger SLC7A11 in retinal pigment epithelial cells by the antipsoriatic drug monomethylfumarate**. *Invest Ophthalmol Vis Sci* 2013, **54**(3):1592-1602.

61. Wu G, Glickstein S, Liu W, Fujita T, Li W, Yang Q, Duvoisin R, Wan Y: **The anaphase-promoting complex coordinates initiation of lens differentiation**. *Mol Biol Cell* 2007, **18**(3):1018-1029.

62. Stoetzel C, Laurier V, Faivre L, Megarbane A, Perrin-Schmitt F, Verloes A, Bonneau D, Mandel JL, Cossee M, Dollfus H: **BBS8 is rarely mutated in a cohort of 128 Bardet-Biedl syndrome families**. *J Hum Genet* 2006, **51**(1):81-84.

63. Smaoui N, Chaabouni M, Sergeev YV, Kallel H, Li S, Mahfoudh N, Maazoul F, Kammoun H, Gandoura N, Bouaziz A *et al*: **Screening of the eight BBS genes in Tunisian families: no evidence of triallelism**. *Invest Ophthalmol Vis Sci* 2006, **47**(8):3487-3495.

64. Norman RX, Ko HW, Huang V, Eun CM, Abler LL, Zhang Z, Sun X, Eggenschwiler JT: **Tubby-like protein 3 (TULP3) regulates patterning in the mouse embryo through inhibition of Hedgehog signaling**. *Hum Mol Genet* 2009, **18**(10):1740-1754.

65. Huang L, Xiao X, Li S, Jia X, Wang P, Sun W, Xu Y, Xin W, Guo X, Zhang Q: **Molecular genetics of cone-rod dystrophy in Chinese patients: New data from 61 probands and mutation overview of 163 probands**. *Exp Eye Res* 2016, **146**:252-258.

66. Kobayashi A, Higashide T, Hamasaki D, Kubota S, Sakuma H, An W, Fujimaki T, McLaren MJ, Weleber RG, Inana G: **HRG4 (UNC119) mutation found in cone-rod dystrophy causes retinal degeneration in a transgenic model**. *Invest Ophthalmol Vis Sci* 2000, **41**(11):3268-3277.

67. Marneros AG, Fan J, Yokoyama Y, Gerber HP, Ferrara N, Crouch RK, Olsen BR: **Vascular endothelial growth factor expression in the retinal pigment epithelium is essential for choriocapillaris development and visual function**. *Am J Pathol* 2005, **167**(5):1451-1459.

68. Jiang ST, Chiou YY, Wang E, Chien YL, Ho HH, Tsai FJ, Lin CY, Tsai SP, Li H: **Essential role of nephrocystin in photoreceptor intraflagellar transport in mouse**. *Hum Mol Genet* 2009, **18**(9):1566-1577.

How the deposited data were processed for this re-analysis (not part of the article)

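RNA from the OE of 3 nestlings and 3 adults of *N. nycticorax* and of 3 nestlings and 3 adults of *E. garzetta* was sequenced as 150 bp read pairs, and each of the 12 birds was a separate library. The sample labels and the paper give the same species, stage and bird number for each library, and no library was left without a condition. The paper gives no sequencing batch or date for the birds, and adults and nestlings were caught at different locations.

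The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 to the genome of each species and quantified each bird with StringTie 2.1.4, restricted to the annotated transcripts. The HISAT2 version is not given in the sources used here. The TPM values that the authors deposited are transcripts per 1000000 over the annotated transcripts and sum to 1000000 in each bird. The FPKM values that the authors deposited come from the same StringTie runs and were not used for any result. The authors also deposited the coverage of each transcript, a signal per base that is not normalized for depth, with the exon coordinates. In the paper, the birds of a group were afterwards merged with TACO, and that step was not repeated. The values used here are those of the single birds.

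The identifiers in the files were paired with OR subfamilies by Supplement Table S3, where 61 of 61 genes of *N. nycticorax* and 132 of 132 of *E. garzetta* were found, and with the symbols of vision-related and other named genes by Supplement Table S1, where 266 of 266 and 257 of 257 identifiers were found. Positions are on the scaffolds named in the files, counted from 1. No genome sequence was used. The coding length of a transcript was a multiple of 3 for 100% of the genes of *N. nycticorax* and 92.6% of those of *E. garzetta*, so the gene models hold few or no untranslated regions. Genes that the files list at 0 were treated as not detected. Among genes with a mean of at least 10 TPM, 38 of 8893 in *N. nycticorax* and 26 of 8858 in *E. garzetta* were listed at 0 in some bird, while RPL24, HDAC1, CTNNB1 and GNB1, chosen after their values were seen, were above 0 in every bird.

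The number of reads behind each value was worked out as read equivalents, which are coverage times coding length divided by 150. Between 10530972 and 16326012 read equivalents lay on annotated transcripts per bird. A limit of 3 read equivalents, for counting error only, corresponds to 0.182 to 0.321 TPM for an OR gene of median coding length.

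An OR gene was detected in a bird at a TPM above 0 and in a group when it was detected in at least 1 of its 3 birds. Numbers of detected OR genes and mean TPM per bird were compared with two-sided exact permutation tests on the difference of group means, for which 3 birds against 3 cannot give a p below 0.1. The difference between species in the stage effect was tested by permuting the species within each stage over 400 assignments. This null holds no difference between the species at all, so the p is not exact for the stage effect alone. Genes were tested between nestlings and adults in each species with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(TPM + 0.1), over genes with a mean of at least 0.02 TPM, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of weakly expressed genes. OR genes and photoreceptor genes were tested as sets with limma's camera test at a preset correlation between genes of 0.01, with camera at an estimated correlation, and with fry. On simulated data with 200 genes changed between nestlings and adults, 100 of them by 2 and 100 by 4 on the log2 scale, limma recovered 27 and 87 among 13016 genes of *N. nycticorax* and 57 and 97 among 14852 genes of *E. garzetta*, and called 7 and 8 unchanged genes. The changed genes were drawn only from those above about 1 TPM on the log2 scale, with normal noise independent between genes. The listed OR genes lie mostly below that level, so the recovery does not measure the power for them. Permutation tests, tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

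The genes named in the text follow a rule set before the data were examined. It takes the OR genes past the threshold with the largest changes, or, with none past it, the 3 OR genes of each species with the smallest p; the OR gene with the highest mean TPM in each group; the OR gene to which the paper's table gives the highest TPM in each group, whose values had been seen; the genes with the largest rise and fall among all genes past the threshold, of which there were none; and, among the photoreceptor genes, the one with the highest mean TPM in each species and RH1. The genes named under both the second and the third part were the same 4. The tests of stage, of species and of the gene sets, and the alternatives, were also set before the data were examined, and the tests of explanations are dated where they are given. The lists of neuronal genes and of genes of growing tissue were written before their tests, and CNGB1 was chosen after its values had been seen.

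The alternatives were a TPM of at least 0.01 or 0.1 or at least 1 read pair of coverage for detection, detection in at least 2 of the 3 birds, thinning of each library to the shallowest, intact OR genes only, transcript in place of gene values, OR genes matched by position, each bird left out in turn, birds of the same number paired between species, rescaling of TPM by the median ratio or the upper quartile, the median in place of the mean over OR genes, all listed OR genes in place of those detected, pseudocounts of 0.01 and 1 TPM, no filter or a mean of at least 0.1 TPM, and limma without a trend or with robust estimation. The genome, selection and OR phylogeny results of the paper were not analysed here, since the values used are from RNA.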

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

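The photoreceptor genes below are outside what the paper reports for the OE, and were looked at to see whether eye tissue had been taken with it. The list of genes was set before the data were examined, and the tests for eye tissue were chosen after the values had been seen.

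In *E. garzetta*, 5 photoreceptor genes lay above the limit of 3 read equivalents in all 6 birds. Their means over the 6 birds were 8.50 TPM for CNGA3, 7.82 TPM for ARR3, 4.43 TPM for ROM1, 1.47 TPM for IMPG2 and 1.03 TPM for RH1. CNGA3 (Ega_R011928, scaffold 504, 1191991 to 1216565, 8 exons) had 6.98 ± 0.947 TPM (SD, n = 3) in nestlings and 10.0 ± 5.29 TPM (SD, n = 3) in adults (limma, log2 fold change -0.39, adjusted p = 0.965). RH1 (Ega_R008103, scaffold 332, 528216 to 530419) had 0.972 ± 0.208 TPM (SD, n = 3) in nestlings and 1.09 ± 0.508 TPM (SD, n = 3) in adults (limma, log2 fold change -0.063, adjusted p = 0.994). Retinal rods would bring their abundant transcripts with them. GNAT1, PDC and PRPH2 were listed at 0 in all 6 birds and SAG averaged 0.0467 TPM, so the median of the 4 means was 0. This goes against eye tissue as the source of CNGA3, ARR3, ROM1 and IMPG2. For RH1, with 6.77 to 17.1 read equivalents per bird, it decides nothing, since rod transcripts at a lower level could lie below the limit. Low expression of the 5 genes in the OE itself stays open, and no test here bears on it. Reads shared with related genes were not tested.

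In *N. nycticorax*, 5 photoreceptor genes lay above the limit in all 6 birds, with means of 2.87 TPM for IMPG2, 2.58 TPM for CNGA3, 2.52 TPM each for GRK7 and ROM1, and 2.31 TPM for PRPH2. IMPG2 (NheS0123g019, scaffold 123, 2399865 to 2456655, 16 exons) had 2.28 ± 1.90 TPM (SD, n = 3) in nestlings and 3.46 ± 0.331 TPM (SD, n = 3) in adults (limma, log2 fold change -0.97, adjusted p = 0.604). RH1 (NheS0650g002, scaffold 650, 40704 to 43587) was weaker, with 0.239 TPM in nestling 1, 0 in nestlings 2 and 3, and 0.289, 0.162 and 0.791 TPM in adults 4, 5 and 6. In each bird, the highest of the rod genes RH1, GNAT1, PDC and SAG was at most 0.375 times the median of the 5 genes. Rods hold these 4 transcripts in abundance, so this goes against eye tissue as the source of the 5 genes, and low expression of them in the OE itself stays open. For RH1 itself the reads are too few to decide. It lay above the limit in 2 of the 6 birds, with at most 9.17 read equivalents. GNAT1 averaged 0.0360 TPM, PDC was listed at 0, and the gene that the paper's table pairs with both ARR3 and SAG averaged 0.422 TPM. The median of these and PRPH2 was 0.229 TPM, but PRPH2 is 1 of the 5 genes, so this median decides nothing. A trace of eye tissue and expression in the OE itself cannot be told apart for RH1 in this species.

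As a set, the photoreceptor genes had a median log2 fold change in nestlings over adults of -0.85 in *N. nycticorax*, where the median over all genes was -0.45 (limma's camera test with the preset correlation, p = 0.818; fry, p = 0.128), and of -0.18 in *E. garzetta*, where it was 0.14 (camera, p = 0.0200; camera with the estimated correlation, p = 0.178; fry, p = 0.602). After median-ratio rescaling the set medians were -0.47 and -0.28, against -0.024 and 0.012 over all genes. The difference between the species in this value was not tested. Among the 10 splits of the 6 birds into 3 and 3, 1 gave a median as far from 0 as the real one in *N. nycticorax*, the real one itself (highest of the others -0.67), and 7 did in *E. garzetta* (highest of the others -0.58). With 10 splits, chance cannot be excluded in either species. Stage, with the location that goes with it, is the only biological difference the design names within a species.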

How the results depend on the processing

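No test here was added after the data were examined; every alternative had been set before. Stage differences are given as nestlings minus adults.

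In *N. nycticorax*, the differences in detected OR genes per bird and in mean TPM, the OR and photoreceptor set medians, and the number of OR genes called over all genes tested kept their direction and their side of the threshold under the alternatives and with each bird left out, as did the difference between species in detected OR genes and in the stage effect. The exact tests of 3 birds against 3 could not pass the threshold under any setting. The stage effect differed between species by 2.08 to 2.66 under the alternatives on the log2 scale and by 0.84 to 3.51 with each bird left out (exact permutation p from 0.095 to 0.715). The OR set median of *N. nycticorax*, 1.37, ran from 0.36 (pseudocount of 1 TPM) to 3.02 (0.01 TPM) under the alternatives and from 0.84 to 2.18 with each bird left out. The mean TPM per OR gene in *N. nycticorax* differed by 0.382 to 0.557 TPM under the alternatives and by 0.125 to 0.654 TPM with each bird left out. Without nestling 1, the OR set of *N. nycticorax* passed limma's fry test at the threshold of 0.05, which it did not with all birds, and 27 OR genes passed when adjusted over the list alone, against 0 with all birds.

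In *E. garzetta*, the difference in detected OR genes per bird turned to 1 with at least 1 read pair of coverage, and the difference in mean TPM turned to 0.0335 TPM with the median over OR genes. With each bird left out they ranged from -34.2 (without nestling 3) to 17.8 (without nestling 2) genes and from -0.122 to 0.0535 TPM, changing direction without nestling 1, nestling 2, adult 4 or adult 6. The OR set median was -0.063 after median-ratio rescaling and -0.054 after upper-quartile rescaling, no longer past the threshold of limma's camera test under either. It was 0.0078 with a pseudocount of 1 TPM, where the mean was -0.015, and 0.011 with no filter, where the mean was -0.052, so that median and mean differed in sign. With each bird left out it ranged from -0.70 (without nestling 3) to 0.42 (without nestling 2), changing direction without the same 4 birds. The photoreceptor set median was -0.28 and -0.27 after the rescalings, again no longer past the threshold, and ranged from -0.48 (without nestling 3) to -0.012 (without nestling 1) with each bird left out, losing the threshold without nestling 1, nestling 2, adult 4 or adult 5. Without nestling 3, this set passed limma's fry test and camera with an estimated correlation at the threshold of 0.05, neither of which it passed with all birds. The shift of the median over all genes from 0.14 to 0.012 under median-ratio rescaling is part of what camera compares the sets with. For the other changes the cause was not tested. For the fold changes of the named genes of both species, 177 values under an alternative or with a bird left out kept direction and side of the threshold and 5, all in *E. garzetta*, changed direction. The log2 fold change of Ega_R015711 ranged from -0.024 (without nestling 3) to 1.98 with each bird left out, that of Ega_R011928 from -0.74 to 0.0011 (without adult 5), and that of Ega_R008103 from -0.46 to 0.22.

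The numbers of OR genes detected in a group depended on how many birds or reads were asked for. Adult *N. nycticorax* had 16 with at least 1 read pair of coverage and 12 in at least 2 of the 3 birds, against 30. Adult *E. garzetta* had 67 and 60, against 112, nestling *E. garzetta* had 40 in at least 2 birds, against 118, and both stages of *E. garzetta* together 74, against 132. The number not detected in nestling *E. garzetta*, 14 in the values here, was 8 for intact genes only and 34 with detection in at least 2 birds. That in adult *E. garzetta*, 20 in the values here, was 32 with at least 1 read pair of coverage and 11 for intact genes only. By construction, a stricter demand lowers the number detected and the list of intact genes is shorter. With a bird left out, the number detected ranged from 15 (without adult 6) to 29 in adult *N. nycticorax* and from 46 (without nestling 3) to 117 in nestling *E. garzetta*, and the number not detected from 6 (without adult 4) to 72 (without nestling 3) in nestling *E. garzetta* and from 6 (without nestling 3) to 44 (without adult 6) in adult *E. garzetta*.

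Among all genes, limma called 0 in *N. nycticorax* and 0 in *E. garzetta*, with 7.08% and 2.33% of the genes at an unadjusted p below 0.05. With each bird left out these shares ran from 3.03% (without adult 4) to 21.7% (without nestling 1) in *N. nycticorax* and from 1.43% (without nestling 2) to 7.20% (without adult 4) in *E. garzetta*. The calls were between 0 and 6 in *N. nycticorax* and between 0 and 1 in *E. garzetta*, the 6 and the 1 without nestling 1. The smallest adjusted p was 0.104 in *N. nycticorax* and 0.857 in *E. garzetta* with all birds, and 0.00366 and 4.5e-04 without nestling 1. Over the 10 splits of the 6 birds, all 10 gave as many OR genes called as the real split in each species (0, highest of the others 0), and all 10 gave as many genes called (0, highest of the others 1 in *N. nycticorax* and 17 in *E. garzetta*). A count of 0 is reached by any split, so the numbers of calls say nothing about chance. For the OR set, 4 splits gave a median as far from 0 as 1.37 in *N. nycticorax* (highest of the others -1.63), and 10 gave one as far as -0.049 in *E. garzetta* (highest of the others -1.33). Chance cannot be excluded for the OR set medians.

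With birds of the same number paired between the species as a replicate block, the difference of 26.7 detected OR genes had an exact p of 0.21875 over 64 sign flips. The deviations of same-numbered birds from their group means over 245 genes with the same symbol had correlations of -0.129, -0.0276 and -0.0890 in birds 1, 2 and 3 and 0.0574, 0.276 and 0.291 in birds 4, 5 and 6. They were above 0.1 in birds 5 and 6 only, and no shared origin of same-numbered birds is stated, so the birds were not treated as pairs. Within a species the stages share no number.

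Depth limits the result at the level of single OR genes, since 3 read equivalents correspond to 0.182 to 0.321 TPM, near the level of a typical OR gene.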

Differences from the paper's values

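The paper's table gives Ega_R001209 a TPM of 0.122 in nestling and 0.099 in adult *E. garzetta*, against 0.00439 and 0 as means of the 3 birds here. The same 2 values stand in the paper's table for Ega_R001207 on the same scaffold, where the means here are 0.122 and 0.0993 TPM. The gene lies on scaffold 119 from 182849 to 183097 and was above 0 in nestling 3 alone, at 0.0132 TPM. For Ega_R014748 (scaffold 700, 2831 to 3727) the paper's value in adult *E. garzetta* is 1.014 TPM, against 0.347 TPM here, the mean of 0.538, 0 and 0.505 TPM in adults 4, 5 and 6. No alternative was run for these values of single genes.

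For *E. garzetta*, the paper's text gives more OR genes with detectable expression in adults than in nestlings. The numbers here go the other way, with 118 in nestlings and 112 in adults, and the paper's own table holds 118 values above 0 for nestlings and 113 for adults. The paper's text also counts 14 genes as not detected in nestlings and 19 in adults, which gives the higher number to nestlings. The numbers in its text therefore appear exchanged between the stages. Detection in at least 2 of the 3 birds (60 in adults, 40 in nestlings) and leaving out nestling 3 (46 in nestlings) put adults higher, but with other numbers than the text. A number of 113 for nestlings was also reached without nestling 1, against 112 in adults. Per bird, the mean was higher in adults, by a difference of -4.67 genes for nestlings minus adults (exact permutation test, p = 1).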

Other observations

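Of the tests below, those of CNGB1, of coding length and of the place of a bird left out were chosen only after the result was seen. Thinning of the libraries had been set before the data were examined, and its use as a test of library depth was chosen after the result was seen. Those of weakly expressed genes, of the neuronal genes, of the growth genes and of the most abundant genes were written before their results were seen.

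Birds of 1 group differed in the number of detected OR genes by a factor of 7.5 in nestling *N. nycticorax*, 2.45 in adult *N. nycticorax*, 14 in nestling *E. garzetta* and 86 in adult *E. garzetta* (highest over lowest bird). Library depth was tested by thinning each library of a species to its shallowest. The smallest of the 4 ratios was then still 2.48, which goes against depth as the explanation. A general loss of weak transcripts was tested with 10 other genes for each OR gene, matched on mean read equivalents. The share of such genes detected differed between birds of a group by a factor of 1.32 at most, in nestling *E. garzetta*, which goes against this explanation too. Reads shared among the OR14 genes were not tested.

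A candidate explanation is that the pieces of tissue held unequal shares of olfactory neurons. CNGB1, which encodes a channel subunit that olfactory neurons use and photoreceptors use as well, was compared with the log2 mean TPM per OR gene over the 6 birds of each species, as 2 of the 4 relations computed. In *E. garzetta*, Pearson's r was 0.960 (exact permutation p = 0.00972, adjusted p = 0.0389) and Spearman's rho 0.886 (exact permutation p = 0.0333, adjusted p = 0.117), and r was 0.941 without the 2 birds farthest from the median. CNGB1 was 0.787, 0.480 and 3.66 TPM in nestlings 1, 2 and 3 and 1.53, 0.337 and 2.48 TPM in adults 4, 5 and 6. In *N. nycticorax*, r was 0.265 (exact permutation p = 0.631, adjusted p = 0.841) and rho 0.0857 (exact permutation p = 0.919, adjusted p = 0.919), with r at 0.0162 without the 2 farthest birds. The values in *E. garzetta* are in line with unequal shares of olfactory neurons, as a hypothesis found and tested on the same birds. In *N. nycticorax* they decide nothing, since 6 birds leave a wide range of r. Stage does not separate the birds in *E. garzetta*, since high and low values occur in both stages.

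The other 2 relations used neuronal genes (CACNB4, DSCAM, GLRB, GPM6A, SLC24A2, SLC4A10, TUB, VSNL1, and GRIN2A in *E. garzetta*). With OR expression their mean had an r of -0.741 in *N. nycticorax* (exact permutation p = 0.0875, adjusted p = 0.175; rho -0.829, exact permutation p = 0.0583, adjusted p = 0.117; r -0.914 without the 2 farthest birds) and of -0.0849 in *E. garzetta* (exact permutation p = 0.865, adjusted p = 0.865; rho 0.143, exact permutation p = 0.803, adjusted p = 0.919; r 0.509 without the 2 farthest birds). All of these genes were above 0 in some bird of the OE in each species, and the mean is mostly VSNL1 (31.5 TPM in *N. nycticorax*, 57.4 TPM in *E. garzetta*) and TUB (15.3 and 24.1 TPM), which need not come from olfactory neurons. A share of neurons in general cannot be told apart from other explanations with these genes.

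Nestling *N. nycticorax* 1 had 8 detected OR genes, fewer than any adult of the species. A mislabelled sample was tested with COL1A1, COL5A1 and RRM1, of which 0 lay outside the range of the adults in nestling 1 on the side of both other nestlings. The test decides nothing, because nestlings 2 and 3 lay on opposite sides of the adults for each of the genes. COL1A1 was 847, 3535 and 21869 TPM in nestlings 1, 2 and 3 and 4600, 12393 and 4005 TPM in adults 4, 5 and 6. COL5A1 was 10.8, 1.91 and 59.4 TPM in the nestlings and 29.1, 49.4 and 25.8 TPM in the adults, and RRM1 was 20.5, 11.1 and 32.7 TPM and 15.1, 13.9 and 15.0 TPM. A second test took the genes at an unadjusted p below 0.05 between nestlings 2 and 3 and the adults in the fit without nestling 1. On a scale from 0 at the mean of the adults to 1 at that of nestlings 2 and 3, nestling 1 had a median place of 0.0934 over 2827 genes, nearer the adults, and of the 6 genes called 5 lay nearer the adults, NheS0652g001, NheS0652g002 and NheS0318g016 (below) among them. For each other bird left out in the same way, the scale ran from 0 at the other stage to 1 at its own. In *N. nycticorax*, nestling 3 also lay nearer the other stage, at a median place of 0.377. Nestling 2, at 1.26, and adults 4, 5 and 6, at 0.893, 0.768 and 0.781, lay nearer their own. In *E. garzetta*, nestlings 1, 2 and 3 had 0.296, 0.565 and 0.492, and adults 4, 5 and 6 had 0.0372, 0.449 and 0.0301. Adults 4 and 6 of *E. garzetta* thus lay nearer the other stage than nestling 1 of *N. nycticorax* did. The place therefore does not separate a wrong label from a spread between birds of 1 stage. The label of nestling 1 stays open.

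Nestling *N. nycticorax* 2 departed from the other birds of its species. Its median TPM over genes above 0 was 9.31, against 20.7 to 27.1 in the other birds, and its median-ratio factor was 0.550, against 1.01 to 1.23. Across 11601 genes, which are not independent replicates, the log2 ratio of nestling 2 to the other birds fell with coding length (Spearman's rho -0.341), while the same rho lay between -0.0151 and 0.225 in the other 5 birds. The median log2 ratio of nestling 2 was -0.44 in the shortest 25% of the genes and -1.90 in the longest 25%. The 10 most abundant genes held 10.9% of its TPM, within the range of the other birds (up to 14.9%), which goes against a few genes taking most of the reads. A bias against long transcripts in this library, such as partly degraded RNA could give, fits these values, and no measure of RNA quality was used here. A biological difference of this bird was not tested.

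The stage effect on OR expression differed between the species by 2.08 on the log2 scale (exact permutation p = 0.425). Taken relative to CNGB1 in each bird, it differed by 2.37 (exact permutation p = 0.125). Since the difference was not past the threshold either way, unequal shares of olfactory neurons and a stage effect that differs between species cannot be told apart.

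Some genes, chosen after their values were seen and not named in the paper's tables, were very high in some birds of a group and near 0 in the others. In *N. nycticorax*, NheS0652g001, NheS0652g002 and NheS0318g016 had 2787, 904 and 2321 TPM in nestling 2 and 5918, 1859 and 5994 TPM in nestling 3, and at most 43.9, 0 and 26.3 TPM in the other birds. They lie on scaffold 652 from 12901 to 13180 and from 20206 to 20493, and on scaffold 318 from 820770 to 824938. In *E. garzetta*, Ega_R007179 (scaffold 3, 182729 to 183058) had 9148 TPM in nestling 2 and 9803 TPM in adult 6, and between 0 and 3.55 TPM in the other birds. The 1 gene called in *E. garzetta* without nestling 1, Ega_R015488 (scaffold 795, 20929 to 21228), overlaps Ega_R015489 on the opposite strand (20947 to 21228) and each of the pair was listed at 0 in some birds. Ega_R015488 had 473, 0 and 0 TPM in nestlings 1, 2 and 3, and Ega_R015489 had 0, 640 and 545 TPM. No explanation was tested for these genes.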
